# Dynamic ultrasound molecular‐targeted imaging of senescence in evaluation of lapatinib resistance in HER2‐positive breast cancer

**DOI:** 10.1002/cam4.6607

**Published:** 2023-10-04

**Authors:** Xiaoyu Chen, Ying Li, Zhiwei Zhou, Yanqiu Zhang, Luchen Chang, Xiujun Gao, Qing Li, Hao Luo, Kenneth D. Westover, Jialin Zhu, Xi Wei

**Keywords:** cellular senescence, HER2+ breast cancer, lapatinib resistance, senescence evasion, ultrasound‐targeted imaging

## Abstract

**Background:**

Prolonged treatment of HER2+ breast cancer with lapatinib (LAP) causes cellular senescence and acquired drug resistance, which often associating with poor prognosis for patients. We aim to explore the correlation between cellular senescence and LAP resistance in HER2+ breast cancer, screen for molecular marker of reversible senescence, and construct targeted nanobubbles for ultrasound molecular imaging to dynamically evaluate LAP resistance.

**Methods and Results:**

In this study, we established a new cellular model of reversible cellular senescence using LAP and HER2+ breast cancer cells and found that reversible senescence contributed to LAP resistance in HER2+ breast cancer. Then, we identified ecto‐5′‐nucleotidase (NT5E) as a marker of reversible senescence in HER2+ breast cancer. Based on this, we constructed NT5E‐targeted nanobubbles (NT5E‐FITC‐NBs) as a new molecular imaging modality which could both target reversible senescent cells and be used for ultrasound imaging. NT5E‐FITC‐NBs showed excellent physical and imaging characteristics. As an ultrasound contrast agent, NT5E‐FITC‐NBs could accurately identify reversible senescent cells both in vitro and in vivo.

**Conclusions:**

Our data demonstrate that cellular senescence‐based ultrasound‐targeted imaging can identify reversible senescence and evaluate LAP resistance effectively in HER2+ breast cancer cells, which has the potential to improve cancer treatment outcomes by altering therapeutic strategies ahead of aggressive recurrences.

## 1 INTRODUCTION

Breast cancer has surpassed lung cancer as the most common cancer in female and is the most common type of cancer with the highest incidence and death rate of all cancers in 2020.^1^ About 20% of breast cancer cases are human epidermal growth factor receptor 2 positive (HER2+).^2^ HER2 (ErbB‐2) is a member of the epidermal growth factor receptor family, playing a key role in cell proliferation, survival, migration, and angiogenesis.^3^ HER2 amplification is often associated with a poor prognosis for breast cancer patients.^4^ The development of HER2‐targeted therapy has been one of the greatest advances in breast cancer treatment, including monoclonal antibodies and tyrosine kinase inhibitors (TKIs), which significantly improve the therapeutic outcome in clinic.^5^ Lapatinib (LAP) is HER2‐directed small molecule inhibitor used in the treatment of metastatic and recurrent HER2+ breast cancer.^6^ Notably, HER2+ breast cancer patients usually develop disease progression after certain time upon treatment with LAP due to the primary or acquired resistance.^7^ Therefore, to improve LAP therapeutic outcome, it is important to explore the mechanism of drug resistance to HER2‐targeted therapy.

Cellular senescence is an adaptive response to environmental stresses or injury characterized by stable exit from the cell cycle.^8^ Senescent cells lose the ability to proliferate, migrate, and invade. It has long been accepted that senescence is a tumor suppressive mechanism that permanently prevents cells at risk for malignant transformation. Therefore, the anti‐tumor effect induced by cellular senescence has been listed as a cancer treatment strategy.^9^ It has been shown that LAP induces reversible senescence in sensitive HER2+ cell lines.^7^, ^10^ However, senescent tumor cells are not permanently in a growth‐arrested state. Some solid tumor cells entered the phase of cellular senescence rather than apoptosis after treatment, and the senescent tumor cells stop dividing to avoid abnormal mitosis and escape from the cell killing effect of drugs; then, the secretion of cytokines in senescent cells can stimulate cell proliferation and tumor recurrence.^8^, ^11^ In some cases, senescent tumor cells can evade growth arrest and re‐enter the cell cycle when treatment withdrawn and these cells exhibit more aggressive growth phenotypes and higher tumor‐initiating capacity.^12^ In the present study, we hypothesize that cellular senescence promotes drug resistance and cancer relapse which plays an important role in LAP resistance in HER2+ breast cancer. Early detection of reversible senescence has the potential to improve cancer treatment outcomes by allowing clinicians to respond before tumors recur aggressively.

Therefore, it is critical to identify the molecular markers of reversible senescence which indicating LAP resistance. Ecto‐5′‐nucleotidase (NT5E/CD73), encoded by the *NT5E* gene, is a 70kD glycosylphosphatidylinositol (GPI) protein anchored on cell surface. Ample evidence has shown that NT5E is overexpressed in many cancers, such as breast cancer,^13^ pancreatic ductal adenocarcinoma,^14^ and non‐small cell lung cancer.^15^ Furthermore, NT5E has been found to be linked to the clinical characteristics and prognosis of cancer patients and plays a critical role during tumor progression.^16^ In detail, NT5E extensively involves multiple biological functions represented by growth, metastasis, angiogenesis, and drug resistance.^17^ In addition, NT5E (CD73) widely exists in various types of tumor microenvironment (TME) cells, and it can promote the tumor via crosstalk between the tumor cell and TME.^18^ At present, only a few studies investigated NT5E in breast cancer. In present study, we showed that NT5E was a LAP‐induced senescence marker that was highly expressed on the surface of senescent cells.

It is urgent to find an effective method to dynamically monitor NT5E, which reflects the effect of LAP therapy for breast cancer in an early and timely manner. The development of molecular imaging provides a new way to address this clinical problem, which can noninvasively identify more subtle changes in the tumor at the molecular level, before detectable anatomic or phenotypic changes have developed by analyzing the membrane proteins, secreted proteases, receptors, and other molecular biomarkers of tumor cells.^19^, ^20^ Ultrasound molecular‐targeted imaging is a kind of molecular imaging. Decoration of shell of ultrasound contrast agents with special molecules (ligands) can assist their binding to specific biomarkers that are overexpressed on targeted cells and assist their accumulating in target tissues specifically, so as to display the imaging changes at the molecular level in the target tissue and be convenient for us to better grasp the information of disease progression and treatment effect.^21^, ^22^ The use of ligands on the shell of ultrasound contrast agents to direct binding to target tissues for various purposes is now well established. In previous research, we have constructed poly(lactic‐co‐glycolic acid)‐poly(ethylene glycol)‐carbonic anhydrase IX mono antibody nanobubbles(PLGA‐PEG‐mAb_C__A__I__X_ NBs), which could detect early events in breast cancer progression,^23^ indicating that the ultrasound molecular‐targeted imaging is practical molecular diagnostic tool.

In the present study, we used a senescence breast cancer cell model to identify potential molecular imaging targets, based on gene expression. Of the targets identified, we selected NT5E to develop a new ultrasound molecular imaging modality designed to detect reversible senescence in cancer. We use this new tool to identify cellular senescence in vivo. As shown in a schematic diagram (Figure 1).

**FIGURE 1:**
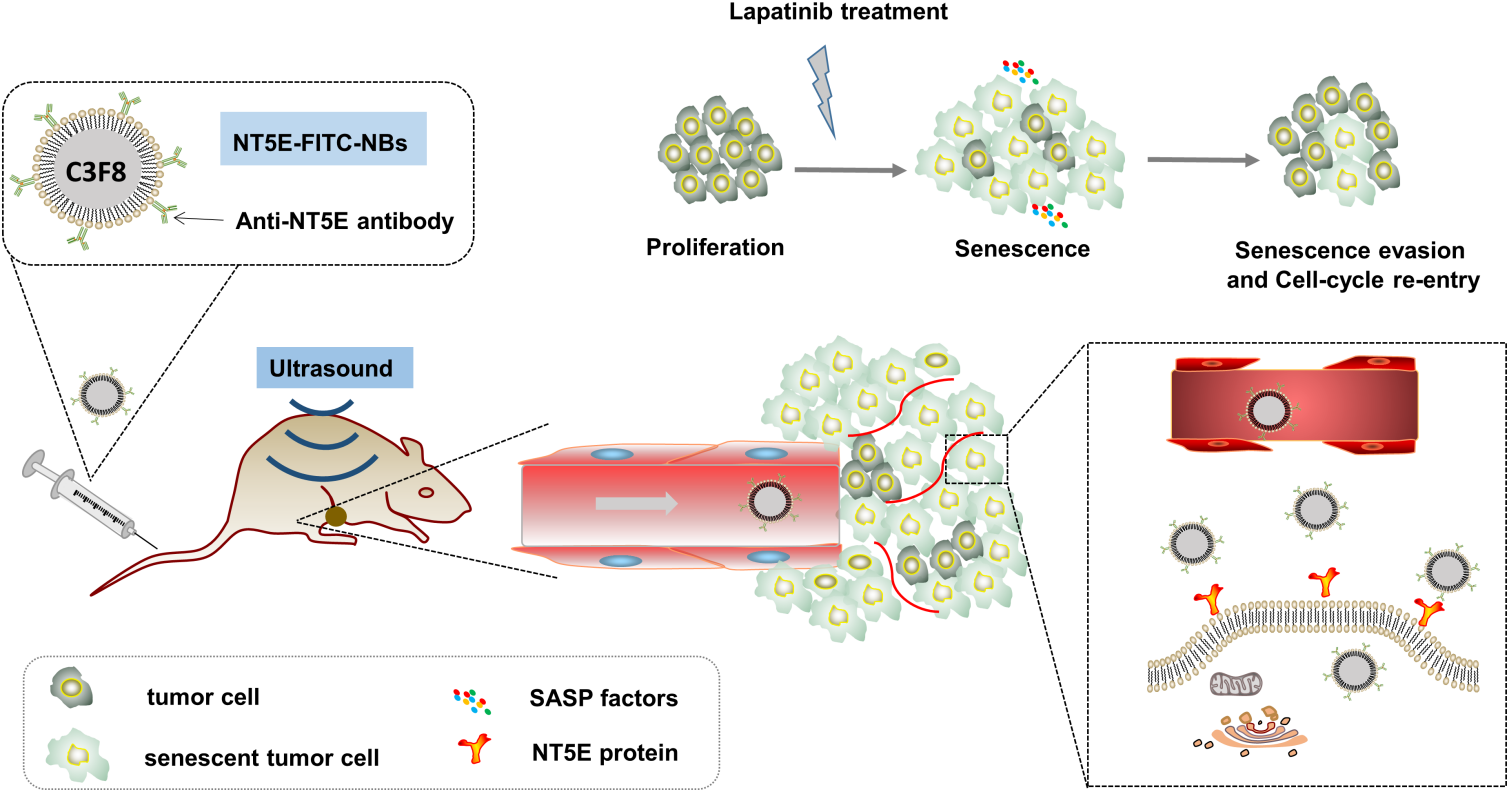
Schematic diagram of senescence detection using nanobubbles in LAP treated breast cancer. A brief elucidation for constructing targeted nanobubbles for ultrasound molecular imaging and dynamic evaluation of LAP resistance by targeting NT5E. LAP, lapatinib; SASP, senescence‐associated secretory phenotype.

## 2 MATERIALS AND METHODS

### 2.1 Cells and reagents

Human breast cancer cell line SKBR3 and HEK293T cells were purchased from ATCC. Both cell lines were cultured in DMEM medium (Gibco) with 10% fetal bovine serum (Gibco) at 37°C in a humidified atmosphere with 5% CO_2_. Routine authentication procedures were performed via implementing Short Tandem Repeat (STR) profiling, and all cell lines used in the present study were tested negative for Mycoplasma using Mycoplasma Plus PCR Primer Set (Agilent). Lapatinib (LAP) (Cat#: S2111, Selleckchem) and puromycin (Cat#: S7417, Selleckchem) were used in this study.

### 2.2 Plasmid and transfection

Plvx‐CMV promoter‐mCherry‐puro and plvx‐CMV promoter‐fluc‐puro plasmids (Han Hen) were obtained and modified by molecular cloning approaches to construct required plasmids: Plvx‐NT5E promoter‐mCherry‐puro and plvx‐NT5E promoter‐fluc‐puro. The resultant constructs were sequenced and confirmed then used for virus parking in HEK293T cells. After transfection for 48 h in HEK293T cells, viral supernatants were collected and used to infect target cells (SKBR3). After 48 h infection, SKBR3 cells underwent puromycin (2 μg/mL) selection for 2 weeks to obtain stable cell lines (SK‐NT5E promoter‐mCherry and SK‐NT5E promoter‐fluc).

### 2.3 CCK‐8 assay

Cell proliferation was assessed using Cell Counting Kit‐8 (US EVERBRIGHT) following the manufacturer's instructions. In brief, 5000 SKBR3 cells (100 μL) were seeded into 96‐well plates and treated with LAP over 72 h. After drug treatment, the medium was aspirated and cell proliferation was assessed with the addition of CCK‐8 working solution. The absorbance was measured at 450 nm with a microplate reader (BioTek) after 2‐h incubation in the dark.

### 2.4 SA‐β‐gal staining

Cell senescence was examined using Senescence β‐Galactosidase Staining Kit (CST, 9860S) following the manufacturer's instructions. Briefly, the medium was aspirated, and 1 mL fixation solution was added to fix the cells after drug treatment. SA‐β‐Gal staining solution was prepared and added, followed by an overnight incubation in a dry incubator at 37°C. Cell senescence was examined under a microscope by visualizing blue staining. All experiments were performed in triplicate.

### 2.5 Propidium iodide (PI) staining

Cell cycle was examined via PI staining. In brief, cells were collected and washed, and then fixed in 70% ethanol for 24 h. Subsequently, cell samples were stained with PI (50 μg/mL) (Tiangen) in the dark for 30 min at 4°C, and the cell cycle distribution was assayed by flow cytometry (BD Biosciences) and analyzed by ModFit software (Verity Software House).

### 2.6 Immunofluorescence (IF)

IF was performed to examine the protein expression and localization in SKBR3 cells. Briefly, cells were seeded onto cover slides in 24‐well plates. After treated with LAP, cells were washed with PBS and fixed with 4% paraformaldehyde for 15 min at room temperature, followed by 1‐h blocking with 5% BSA at room temperature. Subsequently, the corresponding primary antibodies were utilized to probe protein expression and localization overnight at 4°C. The next day, the cells were washed with PBS and incubated with fluorescent secondary antibody (FITC/Cy3, 1:500) for 1 h at room temperature in the dark. Then, the cells on cover slides were stained with DAPI and sealed onto the cell slides. The primary antibodies used were as follows: Anti‐γH2AX antibody (Cat#: 9718, 1:200, CST), Anti‐53BP1 antibody (Cat#: 88439, 1:400, CST), and Anti‐NT5E antibody (Cat#: ab133582, 1:100, Abcam).

### 2.7 RNA extraction and real‐time PCR

Total RNA from cells was extracted using the TRIzol Reagent (Invitrogen) according to the manufacturer's instructions. Total RNA was reverse transcribed into cDNA using the Prime Script™RT Master Mix (TakaRa). The resultant cDNA was used for subsequent real‐time PCR with the TB Green Premix Ex Taq II (TakaRa). Reactions, amplifications, and readings were performed on the LightCycler480 System (Roche). Primers for real‐time PCR were summarized in Table S1.

### 2.8 Colony formation assay

Colony formation assay was performed to test the ability of a single SK, SK‐T, and SK‐R cell to propagate to a colony. The cells were pretreated at the requirement of experimental design. A certain number of cells were inoculated into each well of 6‐ or 24‐well plate. After the single cell formed cell masses (10–30 days), the medium was aspirated and cells were fixed at room temperature with 4% paraformaldehyde for 20 min, followed by crystal violet staining for 30 min at room temperature. The cells were washed with water and dried for photography and counting.

### 2.9 RNA‐Seq

SKBR3 cells, senescent SKBR3 cells, and senescence escaped SKBR3 cells (three independent replicates for each cell) were lysed using TRIzol reagent (Invitrogen). Total RNA was isolated following the TRIzol‐based RNA extraction method and quantified using NanoDrop ND‐1000 (NanoDrop). cDNA libraries were generated and sequenced on an Illumina NovaSeq 6000 platform. The detailed information for mRNA library construction, sequencing, and preliminary analysis was provided in Appendix S1. Sequencing data were deposited in the Gene Expression Omnibus (GSE237413).

### 2.10 Kaplan–Meier analyses

The KM plotter online tool was used to investigate the mRNA expression of NT5E and its correlations with patient survival outcomes in different breast cancer subtypes. Parameters for cutoffs were *p* < 0.05 and hazard ratios excluding a value equal to 1.0.

### 2.11 Western blotting

Western blotting assay was performed as described previously.^24^ Cells were lysed for protein extraction, and protein concentration was measured using BCA Protein Assay Kit (Solarbio). Thereafter, protein samples were separated by SDS‐PAGE gels and transferred to PVDF membranes (Millipore). After blocking with 5% non‐fat milk for 1 h at room temperature, the membranes were incubated with primary antibodies at 4°C overnight and HRP‐conjugated secondary antibodies for 1 h at room temperature in the following day. Chemiluminescence was detected using a Bio‐Rad ChemiDoc XRS+ System. Bio‐Rad Image Lab software was used for densitometric analysis. The primary antibodies were as follows: anti‐THBS1 antibody (Cat#: ab267388 1:1000, Abcam), anti‐KIAA1324 antibody (Cat#: GTX46044, 1:1000, Gene Tex), anti‐GAPDH antibody (Cat#: ab181602, 1:10000, Abcam), and anti‐NT5E antibody (Cat#: ab133582, 1:1000, Abcam).

### 2.12 Preparation and characterization of targeted NBs

Two antibody‐conjugated complete NBs were prepared: IgG‐FITC‐NBs and NT5E‐FITC‐NBs. Commercially available perfluorocarbon‐filled, lipid‐shelled NBs were provided by SunLipo NanoTech. Antibody information is as follows: anti‐NT5E antibody and anti‐IgG antibody (Cat#: ab125938, Abcam). To generate targeted complete NBs, 0.1 mM antibody (NT5E or IgG) was dissolved into 15 mL sodium carbonate buffer solution (pH = 9.43) at 4°C by gently stirring; meanwhile, 1 mM FITC was dissolved in 15 mL DMSO and the FITC solution was dropped into antibody solution at the antibody to FITC ratio of 1:10 at 4°C in the dark for 24 h. The resultant solution was dialyzed with distilled water for 4 days with water change twice a day in the dark at 4°C. FITC modified antibodies (FA for short) were obtained after freezing and drying for next process.

FA was dissolved in PBS (pH = 6.0) and stirred gently, and NHS‐PEG‐NHS (MW = 500 Da) was dissolved in deionized water. Then, FA solution was mixed into PEG solution at 35°C and reacted for 15 min. After reaction, the mixed solution was placed into an ultrafiltration tube (cutoff size at 3000 Da). The product was washed with deionized water twice, then resuspended, freezed, and dried to obtain the NHS‐modified FA (FA‐NHS for short). Finally, the NBs with primary amine groups on the surface were resuspended into deionized water. FA‐NHS was dissolved into deionized water and quickly added into the aqueous solution of NBs, stirred gently, and reacted in the dark for 4 h. After reaction, the solution was dialyzed with deionized water (cutoff size at 100 kDa). The NBs with surface modified FA were obtained, termed as FA‐NBs (IgG‐FITC‐NBs and NT5E‐FITC‐NBs) for short. The particle sizes and zeta potentials of NBs were characterized by a Zetasizer Nano ZS90 particle size analyzer (Malvern Instruments Inc.).

### 2.13 Detect targeting efficiency of NBs in vitro

After preparation of antibody‐conjugated complete NBs, the targeting efficiency was examined in cells. Briefly, cells were seeded onto cover slides in 24‐well plate and exposed to DMSO or LAP for 7 days to induce cell senescence. Then, cells were incubated with 350 μg/mL NT5E‐FITC‐NBs or IgG‐FITC‐NBs for 30 min at 37°C in 5% CO_2_ atmosphere. Following incubation, cells were washed with PBS and fixed with 4% paraformaldehyde for 15 min at room temperature. Mounting medium with DAPI was used to stain cell nuclei and seal the cover slides onto cell slides. Cells were analyzed by positive fluorescence microscope (Axio Imager A2; Zeiss). In addition, SKBR3 cells were seeded into 6‐well plates. Cells are treated with the same procedure as abovementioned, and the cells were incubated with 350 μg/mL NT5E‐FITC‐NBs or IgG‐FITC‐NBs for 30 min at 37°C in 5% CO_2_ atmosphere. Then, the cells were washed, trypsinized, and collected for flow cytometry (BD Biosciences). The results were analyzed by Flowjo V10 software (BD Biosciences).

### 2.14 In vitro imaging of NBs

Targeted and non‐targeted antibody‐conjugated complete NBs were placed in a 1% gel well model; the imaging effects of NBs in B‐mode and CEUS were observed by ultrasonic equipment (Toshiba Canon Aplio500) with a frequency of 5–12 MHz and mechanical index (MI) of 0.06. The echo intensity of the region of interest in ultrasound image was determined using a TCA software (A built‐in software of Aplio500).

### 2.15 HER2+ breast cancer cellular senescence animal model

All animal experiments were approved by the International Animal Care and Use Committee of Tianjin Medical University Cancer Institute and Hospital. SK‐NT5E promoter‐fluc (fluc, firefly luciferase) stable cell line was established and propagated. Cell suspension was prepared by adding pre‐cooled sterile Matrigel and PBS in equal proportion to ensure that the density of suspension was no <10^7^ cells/mL. Four‐ to six‐week‐old BALB/C‐nu mice (Si Bei Fu Biotechnology) were selected to construct senescence animal model of breast cancer. Cell suspension (100 μL) was injected into the unilateral mammary gland fat pad of nude mice. Tumor formation was examined twice a week. Treatment was initiated when the diameter of the tumor was about 5 mm. The animals were randomly divided into three groups with five mice in each group. The three groups were control group (Con), senescence group (Sen), and evasion group (Eva), respectively. LAP suspension was prepared in 0.5–1% sodium hydroxymethyl cellulose (CMC‐NA) solution. Mice in Sen and Eva group were given LAP orally gavage for 2 weeks at 100 mg/kg/day, and mice in Con group were given CMC‐Na solution orally for 2 weeks. The treatment was stopped after 2 weeks. Mice in Sen and Con group were selected for bioluminescence imaging and ultrasound imaging, and then were sacrificed. In Eva group, the animals were kept after drug withdrawal until the tumors grew. At this time, Bioluminescence imaging and ultrasound imaging were performed on mice in the Eva group, and then, they were sacrificed. The tumor volume was calculated according to the following formula: volume = length × (width)^2^/2. Tumor volume and body weight were recorded every 3 days. After the mice were sacrificed, the tumors, heart, liver, spleen, lung, and kidney were removed for hematoxylin and eosin (HE) and immunohistochemical (IHC) staining.

### 2.16 Bioluminescence imaging

The fluc substrate solution was prepared by dissolving D‐luciferin potassium salt (Beyotime Biotechnology) in sterile D‐PBS. Mice were intraperitoneally injected with 200 μL D‐luciferin potassium salt solution (15 mg/mL) followed by anesthesia in 2% isoflurane. After 10–20 min of injection, the luminescence reached the most stable plateau stage, and then, bioluminescence imaging was carried out by IVIS Spectrum Optical in vivo imaging System (Caliper Life Science).

### 2.17 Ultrasound molecular imaging

The nude mice were firstly anesthetized with intraperitoneal injection of 10% chloral hydrate. Targeted and non‐targeted antibody‐conjugated complete NBs were injected into mice via tail vein at a volume of 200 μL. Then, B‐mode and CEUS imaging of tumor were observed by ultrasonic equipment (Toshiba Canon Aplio500) with a frequency of 5–12 MHz and mechanical index (MI) of 0.06. Imaging was delayed for 6 min after injection of NBs through the tail vein to allow targeted NBs to bind onto the tumor surface. The echo intensity of tumor region in ultrasound image was determined using a TCA software (A built‐in software of Aplio500). The difference of echo intensity in each group was statistically compared.

### 2.18 Clinical samples

From January 2011 to December 2020, eight pairs of tumor tissue specimens from HER2+ breast cancer patient before and after LAP treatment were screened from the Department of Breast at Tianjin Medical University Cancer Institute and Hospital. This protocol was approved by the Ethics Committee of Tianjin Medical University Cancer Institute and Hospital, and patients' informed consent and signature were obtained.

### 2.19 HE and IHC staining

Both HE and IHC staining were performed as described previously.^24^ The primary antibodies used were as follows: anti‐Ki67 antibody (Cat#: 9027, 1:200, CST), anti‐Cleaved Caspase‐3 antibody (Cat#: 9664, 1:100, CST), anti‐γH2AX antibody (Cat#: 9718, 1:250, CST), and anti‐NT5E antibody (Cat#: ab133582, 1:100, Abcam). The expression level of Ki67, Cleaved Caspase‐3, γH2AX, and NT5E was scored by a semi‐quantitative scoring system based on staining intensity and distribution using the following equation^24^: histoscore = staining intensity × percentage of positive cells. Staining intensity was defined as follows: 0 = negative; 1 = weak; 2 = moderate; and 3 = strong. The positive percentage was defined as follows: 0 = 0%; 1 = 0–25%; 2 = 25–50%; 3 = 50–75%; and 4 = 75–100%.

### 2.20 Statistical analysis

Data in this study are expressed as mean ± SD, and statistical analysis was conducted by *t* test and non‐parametric test. The significance of *p* value was as follows: *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. All data were analyzed using GraphPad Prism (Version 8.3.0).

## 3 RESULTS

### 3.1 Breast cancer cells escape from LAP‐induced senescence after drug withdrawn

Therapy‐induced cellular senescence has a multifaceted role in cancer therapy. It is a permanent blockade of cell proliferation on one hand; on the other hand, cellular senescence is associated with drug resistance and tumor recurrence. In order to evaluate the cell senescence in LAP treatment, we first assessed the effects of LAP on HER2+ breast cancer cell line, and SKBR3 cell line (herein referred to SK) was exposed to LAP at different concentrations for 24 h. The cell proliferation was assessed using CCK‐8 assay (Figure S1A). Growth of this cell line over a 2‐week period in 250 nM LAP caused an accumulation of senescent cells until 80% of cells were senescent by day 7 (Figure 2A,B and Figure S1B,C). Phenotypically, these cells were enlarged and flattened, and the cytoplasm was vacuolated, relative to parental SK cells, consistent with senescence (Figure 2A). Cells showing this effect are hereafter referred to as SK‐S (senescent SK cells).

**FIGURE 2:**
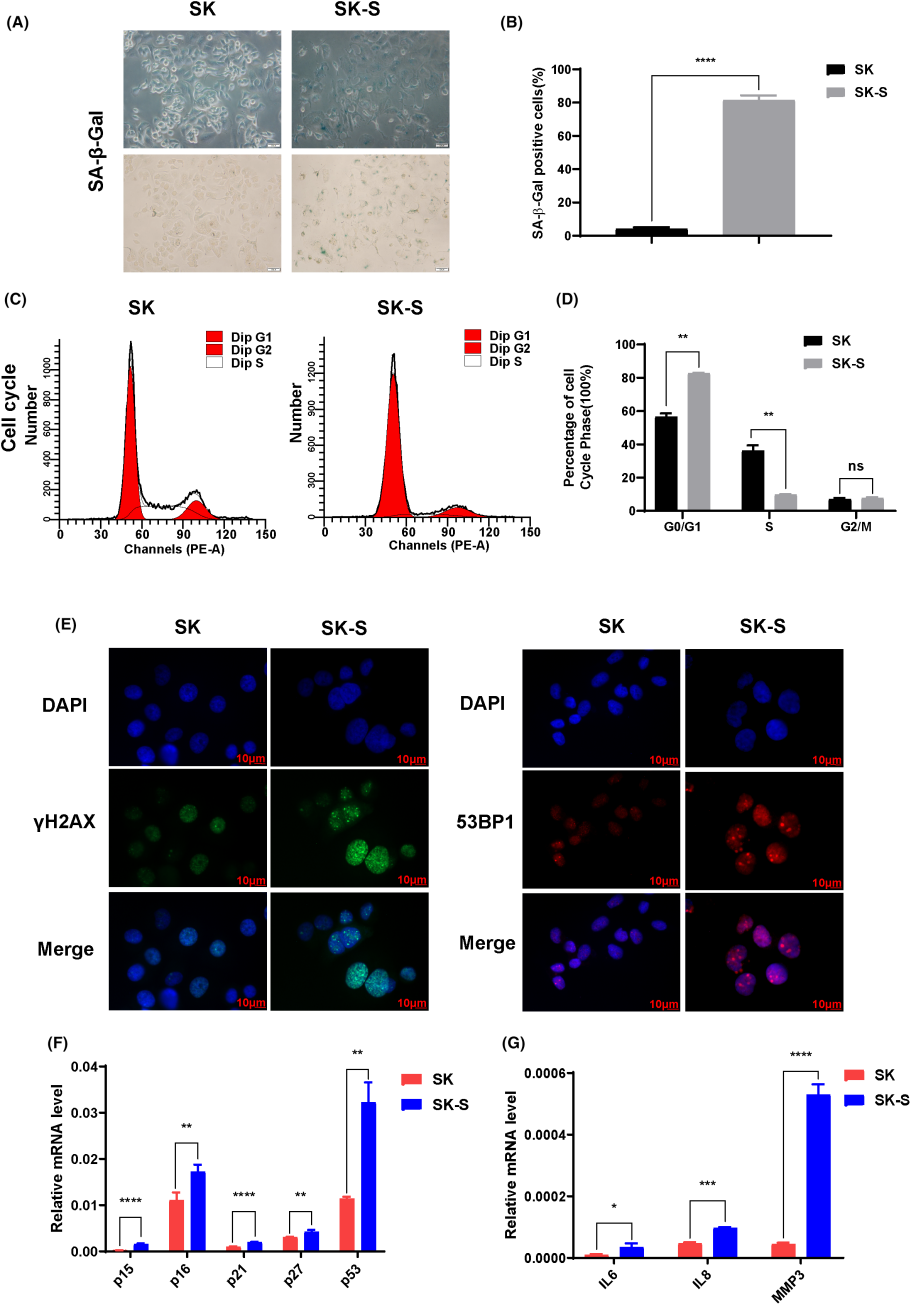
LAP induced cell senescence in HER2+ breast cancer cells. (A, B) Cell senescence development and morphology alteration in SK‐S cells, compared to parental SK cells. SK cells were treated with LAP at 250 nM for 7 days and subjected to SA‐β‐Gal staining. (C, D) Cell cycle distribution of SK and SK‐S cells determined by flow cytometry. (E) Expression of DNA damage foci in SK and SK‐S cells detected by immunofluorescence. γH2AX (green), 53BP1 (red), and nuclear DNA (blue) counterstained with DAPI (scale bar: 10 μm). Magnification: ×630. (F, G) Gene expression of senescence markers in SK and SK‐S cells measured by Real‐time PCR. SK, parental SKBR3 cells; SK‐S, senescent SKBR3 cells. *p < 0.05, **p < 0.01, ***p < 0.001,****p < 0.0001. Data are expressed as mean ± SD (*n* = 3).

To further confirm senescence in SK‐S cells, we performed cell cycle analysis and evaluated for senescence markers. SK‐S cells were mainly distributed in G0/G1 phase compared to SK cells (Figure 2C,D). IF staining showed a marked increase in the expression of γH2AX and 53BP1 in DNA damage foci of SK‐S cells relative to SK cells (Figure 2E). In addition, the expression senescence markers p15, p16, P21, p27, and p53 (Figure 2F) and senescence‐associated secretory phenotype (SASP) factors including IL6, IL8, and MMP3 were increased (Figure 2G).

To test the hypothesis that LAP‐induced senescent cells can re‐enter cell cycle and proliferate, we evaluated the cell growth after LAP withdrawal. SK cells were induced senescence after 14‐day treatment of LAP at 250 nM, and the resultant SK‐S cells were maintain in LAP free culture condition for 7 days. The re‐proliferating cells among senescent cells were observed under light microscope, and the SA‐β‐Gal staining of these cells was negative (Figure 3A). Replating of these SK‐S cells over 21 days resulted in colony formation indicating that the senescent cells had re‐entered the cell cycle (Figure 3A). To further assess the changes in senescent biomarkers for these re‐proliferating cells, we selected the single, seclude colony and propagated. The resultant cells were identified as senescence escape cells and were referred as SK‐T.

**FIGURE 3:**
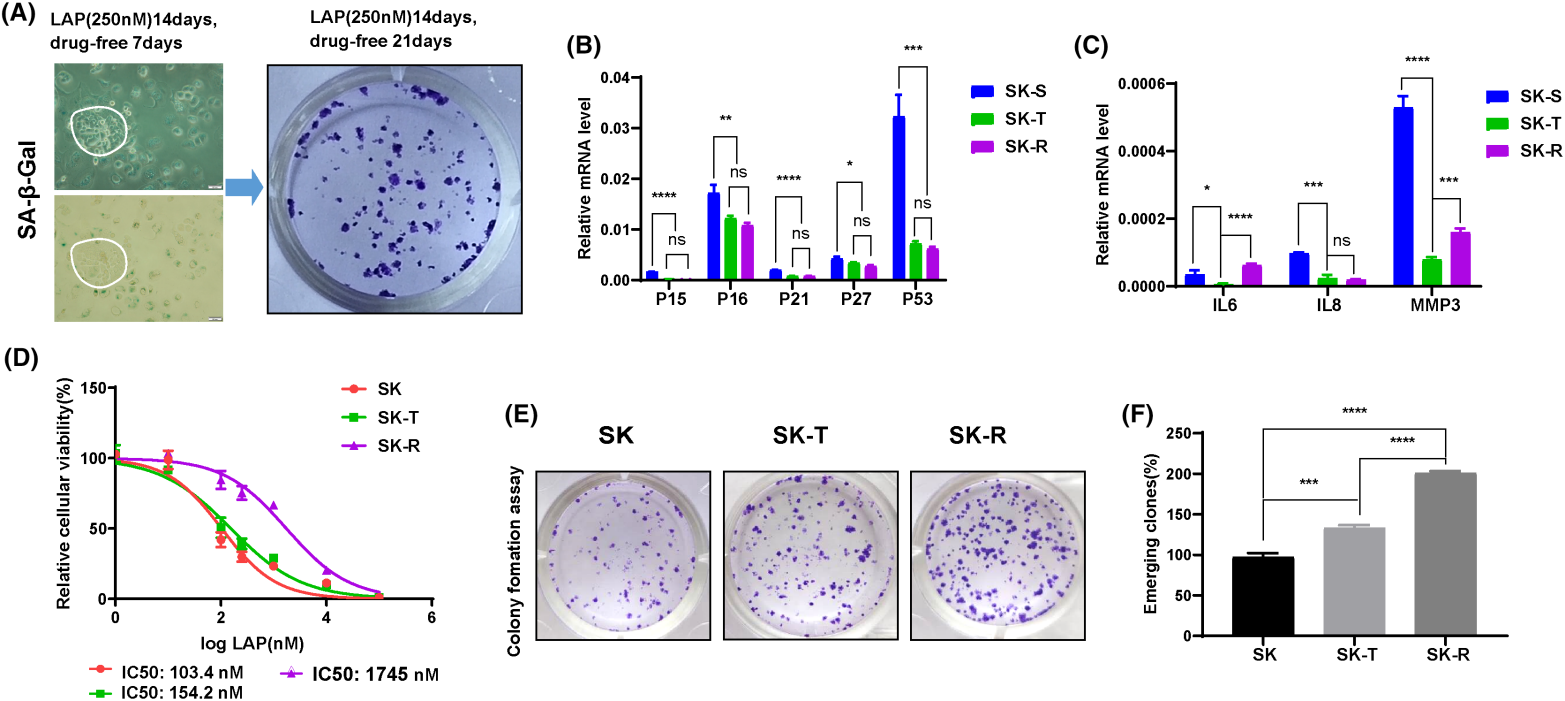
SK‐S cells evaded LAP‐induced senescence after drug withdrawal. (A) Senescent cell propagation after LAP withdrawal. SK cells were propagated in the presence of LAP at 250 nM for 14 days, followed by LAP withdrawn for 7 to 14 days, then subject to SA‐β‐Gal staining and clone formation assay. (B, C) Gene expression of senescence markers in SK‐S, SK‐T, and SK‐R cells detected by real‐time PCR. (D) Cell viability of SK, SK‐T, and SK‐R cells upon the exposure of LAP evaluated by CCK‐8 assay for 72 h. (E, F) Colony formation of SK, SK‐T, and SK‐R. LAP, lapatinib; SK, parental SKBR3 cells; SK‐S, senescent SKBR3 cells; SK‐T, senescence escaped SKBR3 cells; SK‐R, LAP‐resistant cells. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are expressed as mean ± SD (*n* = 3).

Additionally, we generated LAP‐resistant cell line (herein referred as SK‐R) which was obtained when SK cells were exposed LAP at an escalating concentration from 250 nM up to 5 μM. In comparison with SK‐S cells, the SA‐β‐Gal staining of SK‐T and SK‐R was negative (Figure S2A,B) and the cell population in the G0/G1 phase was marked decreased in SK‐T and SK‐R cells (Figure S2C,D), indicating that SK‐T and SK‐R cells had re‐entered the division stage after senescence. In consistence with the SA‐β‐Gal staining and cell cycle distribution observations, the IF staining showed a remarkable decline in the protein expression level of γH2AX and 53BP1 in DNA damage foci of SK‐T and SK‐R cells (Figure S2E,F).

Real‐time PCR results displayed a dramatic decrease in the gene expression level of conventional senescence markers including *p15*, *p16*, *p21*, *p27*, and *p53* (Figure 3B) and SASP factors *IL6*, *IL8*, and *MMP3* in SK‐T and SK‐R cells, compared to SK‐S cells (Figure 3C). In order to determine whether the senescence escaped cells were resistant to LAP to a certain extent, we compared the IC_50_ of SK, SK‐T, and SK‐R cells using CCK‐8 assay (Figure 3D). It showed that SK‐R cells were the most unresponsive ones to LAP, to a lesser extent, SK‐T (Figure 3D), which indicates that senescence escaped cells enhance their resistance to LAP compared to parental cells. Subsequently, comparing the number of clones formed by SK, SK‐T, and SK‐R cells, it was found that the colony number of SK‐T was less than that of SK‐R, but more than that of SK, indicating that the cloning ability of senescence escaped cells was enhanced (Figure 3E,F). Together, it suggests that senescence escape could be one of the causes of drug resistance of cancer cells.

### 3.2 Screening and validation of cellular senescence markers

Following the identification of SK‐T and SK‐S cells, next attempt is to decipher the transcriptional difference in these cells. 

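RNA was sequenced from 9 libraries of SKBR3, a human breast cancer line with amplified ERBB2. There were 3 libraries of untreated cells (SK), 3 of cells kept in 250 nM lapatinib, an inhibitor of the ERBB2 and EGFR kinases, for 14 days (SK-S) and 3 of cells that grew again after the drug was taken away (SK-T). The legend of Figure 3A gives 7 to 14 drug-free days before staining and clone formation, the text then describes replating over 21 days, and the labels of the SK-T samples give 21 to 28 days without lapatinib. The paper describes SK-T as propagated from a single selected colony, so differences of SK-T from the other groups may be traits of that colony. The labels of SK-S name no time without lapatinib, so effects of drug still present and of senescence cannot be told apart in SK-S. Likewise, removal of the drug and escape from senescence cannot be told apart in SK-T against SK-S. The authors selected poly(A) RNA, sequenced read pairs of 150 bases, trimmed them with cutadapt, aligned them with HISAT2 and assembled transcripts with StringTie. The deposited table lists FPKM and estimated counts for 58825 genes. The supplement describes libraries made with dUTP, which keep the strand, and prints HISAT2 and StringTie commands without a strand option. How the counts were made, and whether they used the strand, is not given in the sources used here. The counts of a library summed to 73.3 to 75.6 M in SK (median 73.8 M), 67.1 to 74.7 M in SK-S (median 71.5 M) and 69.5 to 77.5 M in SK-T (median 72 M). Among low counts multiples of 4 are in excess over their neighbours, with the counts 3, 4 and 5 listed 5020, 13470 and 2894 times and the counts 7, 8 and 9 listed 2780, 6737 and 1948 times, though other low counts are common, 1 and 2 being listed 7057 and 6875 times. At 4 counts per read pair the libraries hold 16.8 to 19.4 M pairs. Genes with an FPKM of at least 1 in at least 3 libraries were kept, 12227 in all. Their counts were scaled by TMM and tested in 1 fit of all 9 libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Counts of changed genes use the thresholds stated in the paper's methods, a fold of at least 2 and a p under 0.05, read here as unadjusted because no adjustment is named there. A single gene, or a member of a gene list, is said to have risen or fallen at an adjusted p under 0.05. The paper calls the replicates independent without naming separate cultures, so the p-values measure only the spread between these samples, which may be technical.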

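The SK-S libraries stood apart from the other 6 libraries. On the first principal component of log2 CPM over the 12227 genes, which held 52.4% of the variance, the 3 SK-S libraries lay at 56.7 to 60.3, the 3 SK libraries at -23.4 to -22.5 and the 3 SK-T libraries at -37.7 to -33.9. SK and SK-T parted on the second component, with 12.5% of the variance, where SK lay at 22.7 to 28.4 and SK-T at -34.8 to -6.46. The mitochondrial genome gave 12.1 ± 0.25% of the counts in SK-S, 8.54 ± 0.14% in SK and 7.23 ± 0.23% in SK-T (mean ± SD, n = 3). For 7497 genes (61.3%) all 3 SK-S libraries lay on the same side of all 3 SK libraries, where chance gives 10%. The count was 4195 genes (34.3%) for SK-T against SK and 7249 genes (59.3%) for SK-T against SK-S.

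**Figure D1:**
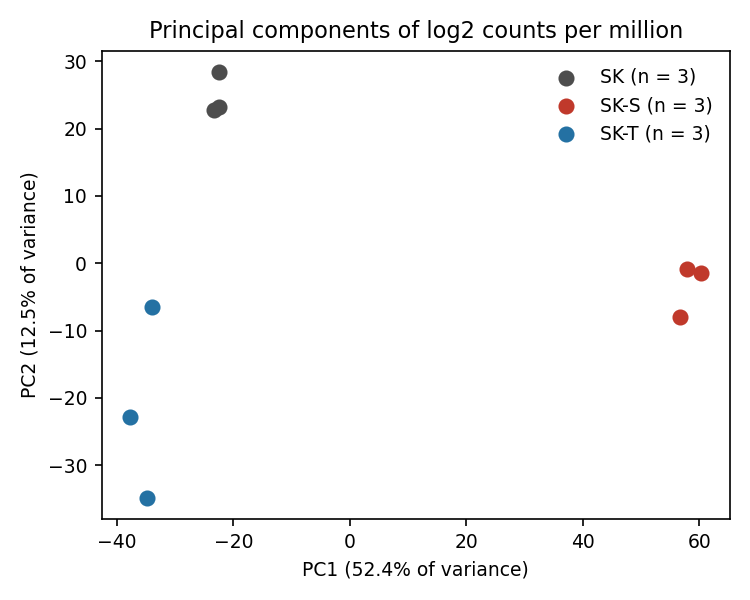
First 2 principal components of log2 CPM over 12227 genes, 1 point per library, with 52.4% of the variance on the x axis and 12.5% on the y axis. The 3 SK-S libraries lie at 56.7 to 60.3 on the x axis and the 6 SK and SK-T libraries at -37.7 to -22.5.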

We performed RNA‐seq to evaluate the alterations in gene expression on three groups of cells, including SK, SK‐S, and SK‐T. It showed a marked alteration in the transcription profile of SK‐S and SK‐T cells, relative to SK cells. The Venn diagram showed 17,267 overlapping genes in SK, SK‐S, and SK‐T cells, including 814 genes in SK‐S and SK cells, 559 genes in SK‐T and SK cells, and 468 genes in SK‐S and SK‐T cells (Figure S3A). 

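ERBB2, the amplified receptor that lapatinib inhibits, was among the genes listed above 0 in every library, at 483 ± 12.7 FPKM in SK, 515 ± 29.6 in SK-S and 404 ± 33.4 in SK-T (mean ± SD, n = 3). Its change in SK-S against SK was 0.10 on the log2 scale (adjusted p = 0.228, edgeR's quasi-likelihood test). For SK-T against SK it was -0.25 (adjusted p = 0.0413), and this call is lost without SK replicate 1, 2 or 3 (adjusted p = 0.0988, 0.0961 and 0.12), SK-S replicate 1 or 2 (0.0616 and 0.0543) or SK-T replicate 1 or 3 (0.0665 and 0.0909), and with no filter on low values, the largest of these at 0.146. Counting a gene as detected in a group when its FPKM is above 0 in each of the 3 libraries, 18567 genes (31.6% of those listed) were detected in all 3 groups. Their median FPKM was 2.27, 11582 of them averaged at least 1, and 13065 are protein-coding. A further 1005 genes were detected in SK and SK-S only, 675 in SK and SK-T only and 576 in SK-S and SK-T only. Few of these pairwise genes averaged an FPKM of at least 1, with 16, 15 and 6 genes in the same order. Of the same sets, 96%, 89.6% and 96.4% had some count in a library of the remaining group. The paper does not state how a gene was assigned to a group. ERBB2 overlaps other annotated genes, so its value is uncertain as far as the strand of the reads was not used.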

There were 722 unique genes for SK cells, 1182 unique genes for SK‐S cells, and 476 unique genes for SK‐T cells (Figure S3A). 

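The genes detected in a single group were mostly near the limit of detection. SCGB1D2, a secretoglobin of luminal breast cells, reached 3.84 ± 0.97 FPKM in SK-S (mean ± SD, n = 3), from counts of 122 to 200, and its highest count in another library was 17. TFF1, a secreted trefoil peptide known to respond to estrogen, was at 0.687 ± 0.52 FPKM in SK-T, from counts of 11 to 53, with at most 17 counts elsewhere. ISY1-RAB43, a readthrough transcript, averaged 4.77 ± 2.3 FPKM in SK but reached 1391 counts in another library. RPL17-C18orf32, another readthrough, averaged 21.2 ± 2 FPKM in SK-T and reached 3375 counts elsewhere. These examples, apart from SCGB1D2, were chosen after their values were seen. In all, 879 genes were detected in SK only, 1446 in SK-S only and 564 in SK-T only. Of them 96.6%, 93.6% and 97.3% had some count in a library of another group, and 5, 9 and 4 genes averaged an FPKM of at least 1. The SK count moves to 1430, 1488 and 1467 without SK replicate 1, 2 and 3, the SK-S count to 2121, 2148 and 2170 without SK-S replicate 1, 2 and 3, and the SK-T count to 1068, 1058 and 1003 without SK-T replicate 1, 2 and 3. No test was run on these counts, since a gene can leave a set through 1 library at 0.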

Further analysis for changes in the expression level revealed 1223 upregulated genes and 1081 downregulated genes in SK‐S compared to SK cells; 202 upregulated genes and 370 downregulated genes in SK‐T compared to SK cells; and 1171 upregulated genes and 1690 downregulated genes in SK‐T compared to SK‐S cells (Figure S3B). It suggests a differential alteration in the transcriptional profiles of SK‐S and SK‐T cells, relative to parental SK cells. Moreover, the exhibition on the heat map presented a total number of 7283 genes that differed significantly among the three groups of cells (Figure S3C). 

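In SK-S, genes known to follow ERK and AKT signalling were lower than in SK. Of 23 measured genes of this list, 20 fell, 0 rose and 3 did not pass (21 fell adjusted over the list alone). EGR1, an immediate early transcription factor, was at 1.58 ± 0.14 FPKM in SK-S and 46.5 ± 6.9 in SK (mean ± SD, n = 3), and ETV4, an ETS transcription factor, fell by 4.45 on the log2 scale (SE 0.277, adjusted p = 5.6e-06). E2F1 and E2F2, transcription factors that drive entry into S phase, fell by 2.88 and 2.76. Of 23 genes of the receptor and FOXO list, 12 rose, 1 fell and 10 did not pass (12 and 2 adjusted over the list alone). FBXO32, a ubiquitin ligase known as a FOXO target, rose from 14.7 ± 1.02 to 80.1 ± 2.57 FPKM (adjusted p = 7.1e-07), and the receptors EGFR and IGF1R rose by 0.68 and 0.89. The 1 that fell is ERRFI1, a feedback inhibitor of EGFR. Of 28 genes of cholesterol and lipid synthesis, 21 fell, 1 rose and 6 did not pass, and the counts adjusted over the list alone were the same. FASN, the fatty acid synthase, fell from 426 ± 11.5 to 217 ± 6.97 FPKM, and ELOVL6, a fatty acid elongase, fell by 1.88; the 1 that rose is SC5D, a sterol desaturase. Of 19 genes of glycolysis, 16 fell, 1 rose and 2 did not pass (16 and 2 adjusted over the list alone). LDHB, a lactate dehydrogenase subunit, fell by 1.23 and SLC16A3, a lactate exporter, by 1.15, while HK2, a hexokinase, rose. ERRFI1, SC5D and HK2 were chosen after their values were seen.

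Over all genes, 660 were at least 2-fold higher and 781 at least 2-fold lower in SK-S than SK, and an adjusted p under 0.05 kept 627 and 761. Among the largest rises was KRT25, a keratin, at 2.99 ± 0.735 FPKM against 0.0509 ± 0.025 (log2 fold change 5.76, SE 0.804, adjusted p = 5.0e-04). ID4, an inhibitor of helix-loop-helix transcription factors, rose by 3.60 (SE 0.246, adjusted p = 9.2e-06). Among the largest falls was ANGPTL4, a secreted inhibitor of lipoprotein lipase (-5.98, SE 0.587, adjusted p = 6.9e-05). Lists were compared with the other genes by camera with a preset correlation of 0.01, adjusted over 21 lists, which gave an adjusted p of 8.3e-13 for the ERK and AKT list, 6.8e-05 for the receptor and FOXO list, 1.2e-08 for lipid synthesis and 6.9e-06 for glycolysis. The glycolysis call is lost, with adjusted p = 0.0876 with an estimated correlation, and the calls of the other 3 lists hold. Without the filter on low values the gene counts were 1766 and 1717, and with an FPKM of at least 5 they were 278 and 382. Whether reads were counted by strand is not stated, and ETV4, EGFR, IGF1R, ELOVL6, LDHB, SLC16A3 and ID4 overlap another annotated gene, so their values are uncertain to that extent.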

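Other gene groups also parted SK-S from SK. Of 43 lysosomal genes, 25 rose, 5 fell and 13 did not pass (27 and 6 adjusted over the list alone). CTSO, a cysteine protease, rose from 1.88 ± 0.0777 to 9.00 ± 0.454 FPKM (mean ± SD, n = 3; adjusted p = 1.1e-06), while CTSH, CTSZ, GLA, LIPA and ATP6V1A fell. Of 21 genes of luminal identity and hormone response, 11 rose, 3 fell and 7 did not pass, the same adjusted over the list alone. TSPAN1, a tetraspanin, rose from 23.8 ± 1.11 to 149 ± 16.5 FPKM, and the 3 that fell are KRT8, KRT19 and PRLR. Of 15 mesenchymal genes, 8 rose, 3 fell and 4 did not pass, the same adjusted over the list alone. CAV1, the scaffold protein of caveolae, rose by 2.65 on the log2 scale and FN1, fibronectin, by 0.77, while SNAI1, ITGA5 and ITGB1 fell. Of 10 basal epithelial markers 2, ACTA2 and OXTR, were tested, and both rose, with ACTA2 the highest at 4.15 FPKM in SK-S. The untested markers reached at most 0.538 FPKM as a group mean. A gene that is low in SK can pass the filter through the 3 SK-S libraries alone. A rise among the tested markers is therefore favoured by the filter. Of 8 stemness markers, ALDH1A3, CD44, SOX4, SOX9 and KLF4 rose, NOTCH1 fell and 2 did not pass (5 and 2 adjusted over the list alone). KLF4, a pluripotency factor, went from 5.24 ± 0.23 to 18.9 ± 1.81 FPKM.

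Genes of the mitochondrial chromosome rose in 13 of 15 cases and fell in 2, MT-ATP6 and MT-ATP8, the same adjusted over the list alone. MT-RNR1, a mitochondrial ribosomal RNA, rose by 0.95 in libraries whose share of mitochondrial counts was also higher in SK-S. Of 43 nuclear genes of the respiratory chain, 24 fell, 1 rose and 18 did not pass (25 and 1 adjusted over the list alone). UQCRH and UQCRC2, subunits of complex III, fell by 0.70 and 0.59, and SDHD, a subunit of complex II, rose. The members CTSH, CTSZ, GLA, LIPA, ATP6V1A, KRT8, KRT19, PRLR, SNAI1, ITGA5, ITGB1, CD44, NOTCH1, MT-ATP8 and SDHD were chosen after their values were seen. With the preset correlation, camera gave adjusted p = 8.4e-05 for lysosome, adjusted p = 0.0876 with an estimated correlation. The luminal list had 8.4e-05, adjusted p = 0.103 with an estimated correlation. The mesenchymal list had 4.1e-04, adjusted p = 0.0686 with an estimated correlation. The mitochondrial chromosome had 6.8e-05, adjusted p = 0.14 with an estimated correlation, and 0.891 on quantile normalized values, where MT-RNR1 is no longer called (adjusted p = 0.155). The nuclear respiratory genes had 0.00395, adjusted p = 0.216 with an estimated correlation. The stemness list had 0.00215 and held with an estimated correlation (0.048).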

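SK-T cells, grown without lapatinib unlike SK-S, had left the SK-S profile for most genes. Removal of the drug and escape from senescence cannot be told apart here. Of 627 genes higher in SK-S than SK by fold and adjusted p, 587 (93.6%) were lower in SK-T than SK-S, 47 (7.5%) were still higher than SK and 77 (12.3%) were lower than SK. Of 761 genes lower in SK-S, 698 (91.7%) were higher in SK-T than SK-S, 79 (10.4%) were still lower than SK and 92 (12.1%) were higher than SK. Both sets were selected on the same SK-S libraries that SK-T was then set against. Part of the return therefore follows from the selection. Some genes were changed in SK-T more than in SK-S, and these changes may be traits of the single colony named above. CDCP1, a transmembrane glycoprotein phosphorylated by Src kinases, was at 1.53 ± 0.178 FPKM in SK-T, 0.207 ± 0.0356 in SK and 0.214 ± 0.0508 in SK-S (mean ± SD, n = 3; adjusted p = 5.0e-04 against SK). MAGEA1, a cancer-testis antigen, rose by 2.20 on the log2 scale (SE 0.211, adjusted p = 9.0e-04). TENM1, a teneurin, fell by 3.22 (SE 0.168, adjusted p = 1.0e-04), and SOD3, the extracellular superoxide dismutase, was at 0.275 ± 0.177 FPKM in SK-T, 2.24 ± 0.45 in SK and 3.06 ± 0.559 in SK-S. NEAT1, a long RNA held in the nucleus, was at 0.757 ± 0.14 FPKM in SK-T and 4.15 ± 0.712 in SK (adjusted p = 0.00454).

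Against SK, 21 of 43 nuclear respiratory genes rose in SK-T, 0 fell and 22 did not pass (28 rose adjusted over the list alone). ATP5F1A and ATP5PF, subunits of the ATP synthase, rose by 0.39 and 0.43. Of 28 lipid synthesis genes, 13 rose, 1, SREBF1, fell and 14 did not pass (15 and 2 adjusted over the list alone), with FDPS, a farnesyl diphosphate synthase, up by 0.65. Of 23 ERK and AKT genes, DUSP5, ETV1, ETV4, EGR1, FOS and IER3 fell, E2F2 rose and 16 did not pass (7 and 2 adjusted over the list alone), with FOS, a subunit of AP-1, down by 2.37. Camera gave adjusted p = 2.5e-10 for the respiratory genes, 4.3e-07 for lipid synthesis and 0.0253 for the ERK and AKT list, 0.11 over genes with an FPKM of at least 5 and 0.0633 with limma-trend on log2(FPKM + 0.1). These 3 calls are lost, with adjusted p = 0.119, 0.119 and 0.397 with an estimated correlation, and the ERK and AKT call also without SK-T replicate 2 (0.0925) or 3 (0.0774). Of these genes, EGR1 is no longer called without SK replicate 1, 2 or 3 (adjusted p = 0.0702, 0.0596 and 0.0525) or SK-T replicate 2 (0.0539), and ETV1 without SK replicate 1, 2 or 3 (0.0672, 0.0633 and 0.0546) or SK-T replicate 2 (0.0574).

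Against SK-S, 26 of 28 lipid synthesis genes rose in SK-T, 0 fell and 2 did not pass, 16 of 23 receptor and FOXO genes fell, 0 rose and 7 did not pass, and 15 of 23 ERK and AKT genes rose, 0 fell and 8 did not pass. The counts adjusted over the list alone were the same. Camera gave adjusted p = 8.2e-13 and 9.2e-07 for the first 2 lists, which hold with an estimated correlation, and 8.7e-08 for the last, adjusted p = 0.0541 with an estimated correlation. PHLDA2, an imprinted growth regulator, was among the largest rises (4.34, adjusted p = 9.3e-05), and WNK4, a kinase that regulates ion transport, among the largest falls (-4.87, adjusted p = 5.3e-07).

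In number, 81 genes were at least 2-fold higher and 207 at least 2-fold lower in SK-T than SK, and 853 higher and 951 lower in SK-T than SK-S. An adjusted p under 0.05 kept 61, 154, 838 and 928 of them. Without the filter on low values these counts were 470, 876, 1822 and 2627, and with an FPKM of at least 5 they were 27, 61, 420 and 412. SREBF1 (SK-T against SK), DUSP5 and ETV4 (SK-T against SK) were chosen after their values were seen. NEAT1, ATP5PF, FDPS, IER3, SREBF1, ETV4 and WNK4 overlap another annotated gene, so their values are uncertain as far as strand was not used. From the numbers of changed genes, the paper proposes that SK-S and SK-T each departed from the parental cells in a different way.

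**Figure D2:**
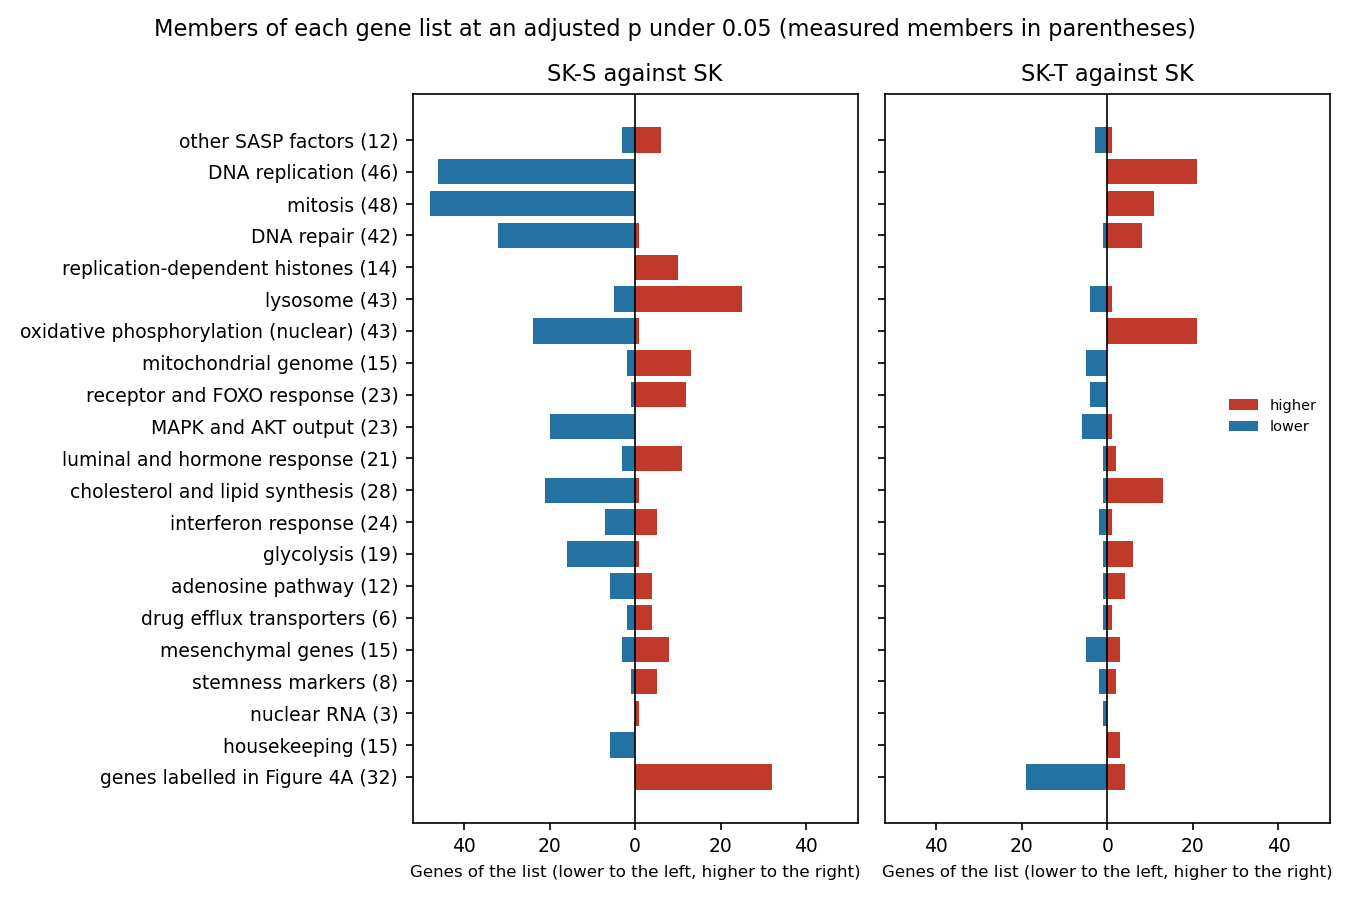
Number of genes higher (right) and lower (left) at an adjusted p under 0.05 in each list shown, with SK-S against SK in one panel and SK-T against SK in the other, x axis in genes. The lipid synthesis bar runs to 21 lower genes in SK-S and to 13 higher genes in SK-T.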

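Other gene groups were compared between SK-T and SK and between SK-T and SK-S. Against SK, genes of the mitochondrial chromosome fell in 5 of 15 cases, rose in 0 and did not pass in 10 (6 fell adjusted over the list alone). MT-RNR1 was at 984 ± 25.2 FPKM in SK-T and 1410 ± 82.2 in SK (mean ± SD, n = 3; adjusted p = 0.00156), where the mitochondrial share of the counts was lower as well. The other 4 are MT-ND4, MT-ND5, MT-CO1 and MT-CO2. Of these, MT-CO1 is lost without SK replicate 1 (adjusted p = 0.0606), MT-ND4 without SK replicate 1, 2 or 3 (0.0796, 0.0866 and 0.0504) or SK-T replicate 3 (0.062), and MT-CO2 without SK replicate 1, 2 or 3 (0.0843, 0.0954 and 0.0743) or SK-T replicate 2 or 3 (0.0664 and 0.0831). Of 23 receptor and FOXO genes, ERBB2, INSR, IRS1 and ERRFI1 fell, 0 rose and 19 did not pass (6 and 1 adjusted over the list alone). Besides ERBB2, INSR is lost without SK replicate 1 or 2 (0.0656 and 0.0726) or SK-T replicate 2 or 3 (0.0543 and 0.0577), IRS1 without SK replicate 1 or 2 (0.0582 and 0.0708), and ERRFI1 without SK replicate 1 or 2 (0.0662 and 0.0689) or SK-T replicate 2 or 3 (0.0513 and 0.0616). Of 19 glycolysis genes 6 rose, 1 fell and 12 did not pass (11 and 2 adjusted over the list alone), and the 1 that fell is SLC2A1, a glucose transporter (-0.38, adjusted p = 0.00895). Among those that rose, PFKP is lost in edgeR without SK replicate 1, 2 or 3 (adjusted p = 0.0651, 0.053 and 0.0523). So are GPI (0.0674, 0.0641 and 0.0525) and GAPDH (0.109, 0.0804 and 0.0735). Camera gave adjusted p = 0.00315 for the mitochondrial chromosome, adjusted p = 0.397 with an estimated correlation. The receptor and FOXO list had 0.00447, adjusted p = 0.119 with an estimated correlation, and 0.053 over genes with an FPKM of at least 5. Glycolysis had 0.0137, adjusted p = 0.411 with an estimated correlation. On quantile normalized values the mitochondrial and glycolysis lists had 0.373 and 0.105.

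Camera did not call the following lists in SK-T against SK in the main fit. Of 43 lysosomal genes 1, CTSF, rose, 4, CTSO, IDS and LIPA among them, fell and 38 did not pass (camera adjusted p = 0.632), and of 14 histone genes 0 rose and 0 fell in edgeR, with 1 higher and 1 lower at an unadjusted p under 0.05 (0.834). HIST1H2BD passes without SK-T replicate 2 (0.0436) and HIST1H2BH without SK-T replicate 1 (0.0206). The falls of CTSO, IDS and LIPA are lost without SK replicate 2 (0.121, 0.0823 and 0.0726) and without SK replicate 3 (0.108, 0.081 and 0.0596). CTSO and IDS are lost without SK replicate 1 as well (0.085 and 0.134), CTSO also without SK-S replicate 1, 2 or 3 (0.0651, 0.0603 and 0.066) or SK-T replicate 2 or 3 (0.0902 and 0.0966), and IDS without SK-S replicate 2 (0.0622) or SK-T replicate 1 or 3 (0.0784 and 0.106). Of 21 luminal genes AGR2, a secreted disulfide isomerase, rose by 0.65, EPCAM, a cell adhesion molecule, rose, GATA3, a luminal transcription factor, fell and 18 did not pass (0.699). EPCAM is lost without SK replicate 1, 2 or 3 (0.0817, 0.0573 and 0.0645) or SK-T replicate 3 (0.055), and GATA3 without SK replicate 1, 2 or 3 (0.0991, 0.0705 and 0.0726). Of 15 mesenchymal genes THBS1, CAV1 and CD44 rose, TGFBI, TGFB2, ITGA5, CCN1 and CCN2 fell and 7 did not pass (4 and 6 adjusted over the list alone; 0.637), with TGFBI, an extracellular matrix protein, down from 2.23 ± 0.145 to 1.04 ± 0.211 FPKM. CD44 is lost without SK replicate 1 (0.0617) or 3 (0.0542). Of 8 stemness markers KLF4 and CD44 rose, SOX9 and ALDH1A3 fell and 4 did not pass (2 and 3 adjusted over the list alone; 0.529, and 0.0484, lower, over genes with an FPKM of at least 5), and the list's median of -0.12 and mean of 0.03 differ in sign. For the lysosomal, histone and luminal lists the counts adjusted over the list alone were the same.

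Against SK-S, 35 of 43 nuclear respiratory genes rose in SK-T, 0 fell and 8 did not pass, and 16 of 19 glycolysis genes rose, 2, SLC2A1 and HK2, fell and 1 did not pass. Of the mitochondrial chromosome 13 genes fell and MT-ATP6 and MT-ATP8 rose. Of 43 lysosomal genes 22 fell, CTSZ, GLA, LIPA, NPC1 and ATP6V1A rose and 16 did not pass. Of 21 luminal genes 11 fell, KRT8, KRT19 and AZGP1 rose and 7 did not pass. Of 15 mesenchymal genes 8 fell, ITGA5 rose and 6 did not pass. Of 8 stemness markers 4 fell, NOTCH1 and NOTCH3 rose and 2 did not pass. Of 14 histone genes 10 fell, HIST1H2BH, HIST1H2BJ and HIST2H2AC rose and 1 did not pass (11 and 3 adjusted over the list alone). For the other lists the counts adjusted over the list alone were the same. Camera called these 8 lists, and each call is lost with an estimated correlation. The respiratory list had 9.4e-08, adjusted p = 0.0659 with an estimated correlation. Glycolysis had 4.7e-07, adjusted p = 0.0659 with an estimated correlation. The mitochondrial list had 3.3e-06, adjusted p = 0.102 with an estimated correlation and 0.438 on quantile normalized values. The lysosomal list had 1.6e-04, adjusted p = 0.0879 with an estimated correlation. The luminal list had 2.0e-04, adjusted p = 0.105 with an estimated correlation. The mesenchymal list had 1.6e-04, adjusted p = 0.0541 with an estimated correlation. The stemness list had 0.00386, adjusted p = 0.0541 with an estimated correlation, and 0.0505, 0.0571 and 0.0646 with limma-trend on log2(FPKM + 1), on log2(FPKM + 0.1) and on quantile normalized values. The histone list had 1.5e-04, adjusted p = 0.0879 with an estimated correlation. RN7SL1 and RN7SL2, which lack poly(A) tails as most histone mRNAs do, fell here as well (-2.93 and -3.25). A difference in RNA without tails between the libraries therefore stays open for the histones. Members given here beyond the 4 with the lowest p of each list were chosen after their values were seen.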

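Of the 100 genes with the lowest p over the 3 groups, 74 were lower in SK-S than in both other groups and 26 were higher, at an adjusted p under 0.05. TPX2, a spindle assembly factor ranked 3 by p, was at 66.2 ± 3.28 FPKM in SK, 13.1 ± 0.483 in SK-S and 79.5 ± 2.5 in SK-T (mean ± SD, n = 3). SCD, the stearoyl-CoA desaturase that makes monounsaturated fatty acids, ranked 4, with 528 ± 4.03, 139 ± 6.76 and 602 ± 34.1 FPKM in the same order. GINS1, a subunit of the replicative helicase, ranked 12, with 18.4 ± 0.331, 4.28 ± 0.147 and 21.4 ± 1.12 FPKM. The opposite course was seen for CAPN2, the large subunit of a calcium-dependent protease, ranked 1, with 85.7 ± 0.905, 274 ± 5.63 and 88.7 ± 4.21 FPKM. Each of these 4 genes had an adjusted p over the 3 groups of 3.0e-07 or 3.1e-07. In all, 7479 of 12227 genes differed among SK, SK-S and SK-T at an unadjusted p under 0.05, and 6704 at an adjusted p under 0.05, with edgeR's quasi-likelihood test over the 3 groups. With an FPKM of at least 5 in at least 3 libraries, which leaves fewer genes, the count was 4501.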

GO enrichment analysis and KEGG enrichment analysis were carried out for differentially expressed genes in the three groups of cells, respectively (Figure S3D). Then, Top20 GO term and Top20 Pathway with the smallest *p* value (the most significant enrichment) were selected from the enrichment analysis results to draw scatter diagram. GO analysis filtered terms related to cell response to DNA damage stimulation, cell cycle, DNA replication, and DNA repair, while KEGG enriched signal pathways concerning DNA replication, cell cycle, and cellular senescence. These results suggested that the different genes of the three groups of cells were involved in these biological processes and signaling pathways.

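For the genes that differed among the 3 groups, the KEGG term DNA replication and GO terms of the extracellular space passed, a result that moves with the settings given below. In KEGG, 33 of 34 measured DNA replication genes differed (97.1%, adjusted p = 0.0043, one-sided exact hypergeometric test), and 31 of them were lower in SK-S than SK and 0 higher. In GO, 246 of 321 genes of the extracellular space differed (76.6%, adjusted p = 1.1e-04), as did 64 of 72 genes of the collagen-containing extracellular matrix (88.9%, adjusted p = 3.8e-04), of which 30 were higher and 18 lower in SK-S than SK. Of 406 GO cell cycle genes 286 differed (70.4%, adjusted p = 0.0856), 195 of them lower and 49 higher in SK-S. The GO term DNA replication had 97 of 127 genes (76.4%, adjusted p = 0.0856). DNA repair had 169 of 273 genes (61.9%, adjusted p = 1, unadjusted p = 0.677 by the exact hypergeometric test) and the cellular response to DNA damage stimulus 200 of 324 (61.7%, adjusted p = 1, unadjusted p = 0.711). In KEGG, Cell cycle had 88 of 115 genes (76.5%, adjusted p = 0.284) and Cellular senescence 81 of 118 (68.6%, adjusted p = 0.918). The paper shows the 20 terms of each kind with the smallest p. By unadjusted p GO cell cycle ranked 15, GO DNA replication 17, KEGG DNA replication 1 and KEGG Cell cycle 10, within the first 20, while GO DNA repair ranked 1133, the DNA damage response 1195 and KEGG Cellular senescence 103. Over all annotated genes the share was 63% of 8880 genes in GO and 66.3% of 4226 genes in KEGG.

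The genes at least 2-fold lower in SK-S than SK, taken alone, held more of the same terms. They included 113 of the 406 cell cycle genes (adjusted p = 1.3e-41), 49 of 127 in GO DNA replication (adjusted p = 6.8e-24), 51 of 273 in DNA repair (adjusted p = 2.2e-10) and 55 of 324 in the DNA damage response (adjusted p = 1.3e-09). In KEGG they included 38 of 115 in Cell cycle (adjusted p = 2.4e-14) and 21 of 118 in Cellular senescence (adjusted p = 0.00251). Among genes higher only in SK-S these terms did not pass, with 2 of 406 cell cycle genes (adjusted p = 1) and 7 of 118 Cellular senescence genes (adjusted p = 0.74). The tests covered 1727 GO and 288 KEGG terms with at least 10 tested genes, of which 5 and 1 passed for the genes differing among the 3 groups. Without a filter on low values the cell cycle, replication, repair, DNA damage and senescence terms each passed for the genes differing among the 3 groups. That setting adds genes with low values to those the terms are compared with. The DNA damage response had 223 of 363 genes differing there, a share no larger than with the filter. GO cell cycle passed without SK replicate 1 or 3 (adjusted p = 0.019 and 0.0363), SK-S replicate 1, 2 or 3 (0.00352, 0.00859 and 0.0221) or SK-T replicate 3 (0.0452), GO DNA replication without SK replicate 1, 2 or 3 (0.0316, 0.0147 and 0.034), SK-S replicate 1 or 2 (0.0471 and 0.0206) or SK-T replicate 2 or 3 (0.045 and 0.026), and KEGG Cell cycle without SK-S replicate 1 or 2 (0.0489 and 0.0447). The KEGG DNA replication call is lost with an FPKM of at least 5 (0.292), with genes differing at an adjusted p under 0.05 (0.0549), and without SK replicate 1 (0.0749) or SK-T replicate 2 (0.111). The total of 6 terms moves to 37, 21 and 45 without SK replicate 1, 2 and 3, to 32, 38 and 18 without SK-S replicate 1, 2 and 3, and to 10, 13 and 24 without SK-T replicate 1, 2 and 3. For 1315 tested genes the GO text could not be read and they were left out of the GO tests.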

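All 46 measured genes of DNA replication fell in SK-S against SK. CDC6, which loads the replicative helicase at origins, fell from 63.6 ± 3.44 to 8.81 ± 0.56 FPKM (mean ± SD, n = 3; log2 fold change -2.84, SE 0.0788, adjusted p = 2.8e-07). PCNA, the sliding clamp of the DNA polymerases, fell from 176 ± 5.8 to 48.8 ± 1.2 FPKM, and ORC1, a subunit of the origin recognition complex, by 2.76. All 48 genes of mitosis fell, among them CCNB2, a mitotic cyclin, by 2.35 and CCNA2, cyclin A, by 2.38. Of 42 genes of DNA repair and the checkpoints, 32 fell, 1, PMS2, rose and 9 did not pass. EXO1, an exonuclease of mismatch repair and end resection, fell by 3.07 (SE 0.118, adjusted p = 5.6e-07). The counts of these 3 lists adjusted over the list alone were the same. Histone genes of S phase went the other way, with 10 of 14 higher in SK-S, 0 lower and 4 not past the test, the same adjusted over the list alone. HIST1H4H, a histone H4 gene, rose from 2.37 ± 0.357 to 12.0 ± 0.42 FPKM (adjusted p = 2.6e-06) and HIST2H2BE, a histone H2B gene, by 1.66.

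In SK-T against SK-S all 46 replication and all 48 mitosis genes rose, as did 35 of 42 repair genes, with 2, PMS2 and ATM, lower and 5 not past the test, the same adjusted over the list alone. CDC6 was at 70.4 ± 4.83 FPKM and PCNA at 242 ± 12.9 in SK-T. Against SK, 21 of 46 replication genes rose in SK-T, 0 fell and 25 did not pass (26 rose adjusted over the list alone), with MCM4, a subunit of the replicative helicase, up by 0.53 (SE 0.0555, adjusted p = 0.00136). Of 48 mitosis genes 11 rose, 0 fell and 37 did not pass (15 rose adjusted over the list alone), with KIF4A, a chromosome-associated kinesin, up by 0.61. Of 42 repair genes 8 rose, 1, BRCA2, fell and 33 did not pass (12 and 2 adjusted over the list alone), with PARP1, a sensor of DNA strand breaks, up by 0.43.

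Camera with the preset correlation gave adjusted p = 3.5e-41 for replication, 1.2e-64 for mitosis and 2.6e-23 for repair in SK-S against SK, and 6.7e-44, 2.5e-60 and 1.8e-23 in SK-T against SK-S, and these 6 calls hold with an estimated correlation. The histone list had 1.0e-05 in SK-S against SK, adjusted p = 0.0686 with an estimated correlation. In SK-T against SK the lists had 4.4e-12, 2.3e-06 and 6.1e-04, with adjusted p = 0.119, 0.252 and 0.229 with an estimated correlation, so those 3 calls are lost. PMS2, ATM and BRCA2 were chosen after their values were seen. The histone mRNAs mostly lack poly(A) tails and their genes are near copies of each other, and CCNB2, CCNA2 and KIF4A overlap another annotated gene, so these values are less certain.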

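The heatmap of Figure 4A labels 32 genes. All 32 were higher in SK-S than SK at an adjusted p under 0.05, the same adjusted over the list alone, 27 of them at least 2-fold, and all 32 were lower in SK-T than SK-S. The study chose these genes on the same 9 libraries, so their direction is not independent evidence. CAPN2, a calpain subunit, rose by 1.69 on the log2 scale (SE 0.0428, adjusted p = 2.7e-07). ANXA3, a calcium-dependent phospholipid-binding protein, rose by 1.91 and COL28A1, a collagen, by 3.29. Against SK, 4 of the 32 genes were higher in SK-T, 19 lower and 9 did not pass (4 and 20 adjusted over the list alone). The 4 still higher are CAV1, THBS1, IGFBP5, a secreted binding protein of insulin-like growth factors, and PGM5, and IGFBP5 is no longer called without SK replicate 1 (adjusted p = 0.0608) or 2 (0.0542). Farthest below SK were WNK4, which fell by 2.01, a call that is lost with limma-trend on log2(FPKM + 1) (adjusted p = 0.099) and on quantile normalized values (0.334), and ADH1C, an alcohol dehydrogenase, which fell by 1.89. The mitochondrial chromosome holds 7 of the 32, in libraries whose share of mitochondrial counts was higher in SK-S.

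Ranked by p over the 3 groups with edgeR's quasi-likelihood test, the 32 genes lay between 1 and 904 with a median of 114, and 14 were among the lowest 100. A gene was taken as higher only in SK-S when it was at least 2-fold higher than in both SK and SK-T and not also at least 2-fold higher in SK-T than SK. This held for 515 genes, 503 of them at an adjusted p under 0.05. It held for 23 of the 100 genes with the lowest p, 13 of which the heatmap labels, NT5E, CDKN2B, the p15 cell cycle inhibitor, and FBXO32 among them. Without the filter on low values the count of 515 was 1122, and with an FPKM of at least 5 it was 218. PGM5, COL28A1 and ADH1C were chosen after their values were seen. IGFBP5, THBS1, CDKN2B and WNK4 overlap another annotated gene, so their values are less certain.

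**Figure D3:**
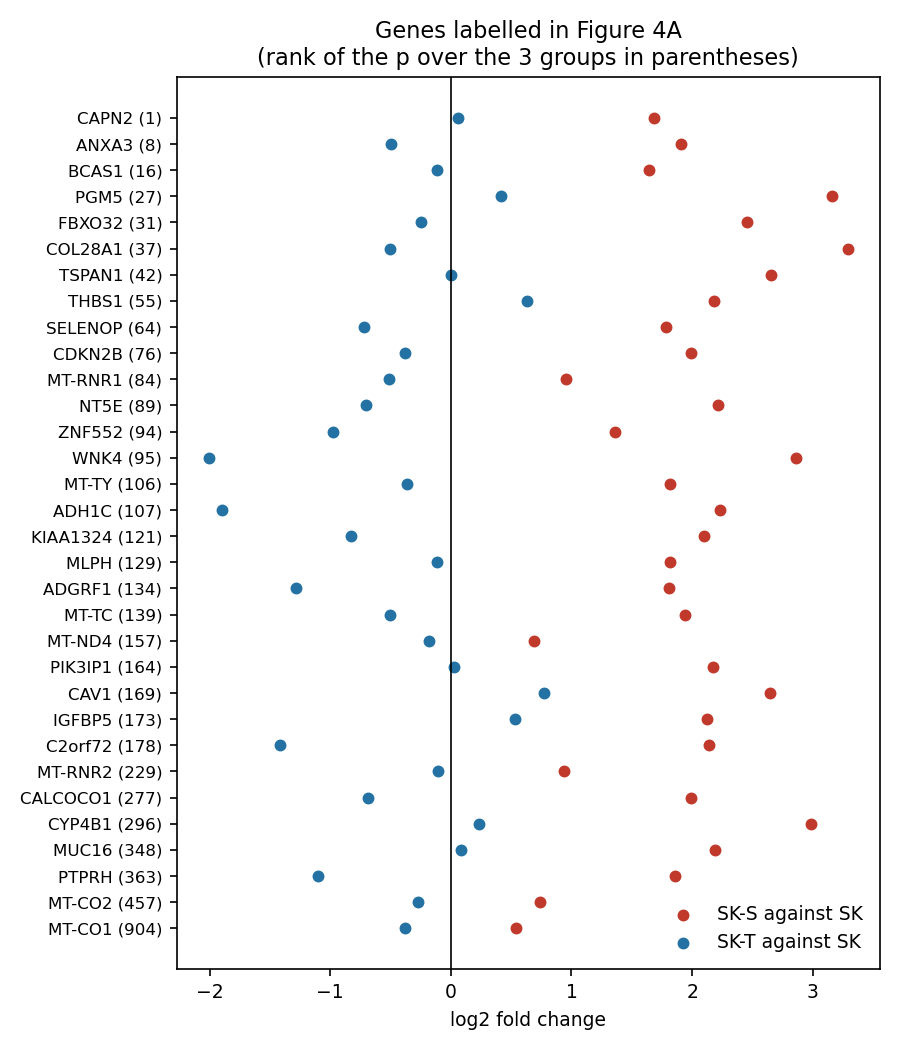
Log2 fold change of the 32 genes labelled in Figure 4A, ordered from the lowest to the highest p over the 3 groups, with SK-S against SK in red and SK-T against SK in blue. All 32 red points lie above 0, and 4 of the blue points lie above 0 at an adjusted p under 0.05.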

To narrow in for screening senescence targets, we selected and displayed the top 32 genes upregulated only in the senescent group (SK‐S), which were from the top 100 genes with the lowest *p* value among the differentially expressed genes in three groups (Figure 4A). There were three genes (*THBS1*, *NT5E*, and *KIAA1324*) associated with cellular senescence and expressed on the cell membrane screened from the 32 genes, and their mRNA and protein expression were examined by real‐time PCR and Western blot, respectively (Figure 4B,C). It showed that with the extension of LAP treatment time, the proportion of senescent cells increased, leading to an increase in the mRNA level of the three genes, while in SK and SK‐T cells, the mRNA level decreased. However, only the protein expression of NT5E increased significantly, which was consistent with that of mRNA level. In addition, the IF staining also exhibited an increase in NT5E in SK‐S cells, relative to SK cells (Figure 4D). Therefore, NT5E was selected as the senescence target.

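NT5E, the enzyme CD73 that makes adenosine from AMP outside the cell, was 4.6-fold higher in SK-S than SK, at 86.2 ± 6.05 against 18.7 ± 0.76 FPKM (mean ± SD, n = 3), with the 3 SK-S libraries between 81.4 and 93.0. The log2 fold change was 2.21 (SE 0.121, adjusted p = 2.8e-06, edgeR's quasi-likelihood test) and lay between 2.16 and 2.27 with 1 library left out at a time. In SK-T it was at 11.5 ± 2.0 FPKM, below SK by -0.70 on the log2 scale (adjusted p = 0.00906) and below SK-S by -2.91 (adjusted p = 5.6e-07). THBS1, the secreted adhesive glycoprotein thrombospondin-1, was at 16.9 ± 0.0867 FPKM in SK-S, 3.75 ± 0.366 in SK and 5.79 ± 0.282 in SK-T. It rose by 2.18 in SK-S against SK (SE 0.0798, adjusted p = 5.1e-07) and was still 0.63 above SK in SK-T (adjusted p = 0.00263). KIAA1324, a transmembrane protein now named ELAPOR1, was at 14.6 ± 1.53 FPKM in SK-S, 3.45 ± 0.409 in SK and 1.93 ± 0.215 in SK-T, with an SE of 0.13 on the log2 change in SK-S (adjusted p = 5.4e-06) and a change of -0.83 in SK-T against SK (adjusted p = 0.00626). In each of the 3 genes the libraries of any 2 groups did not overlap, and an exact two-sided permutation test of FPKM gave p = 0.1, the smallest value that 3 against 3 libraries allow. By p over the 3 groups they ranked 89, 55 and 121.

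NT5E lies on chromosome 6 at 85449584 to 85495791, THBS1 on chromosome 15 at 39581079 to 39599466 and KIAA1324 on chromosome 1 at 109113679 to 109206781, in GRCh38 as listed in the deposited table. NT5E overlaps no other annotated gene there, whereas THBS1 overlaps 1 on its strand and 2 on the other and KIAA1324 overlaps 1 on the other, so the values of these last are less certain if strand was not used in counting. The real-time PCR and Western blot of Figure 4B,C are a separate experiment, not analysed here.

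**Figure D4:**
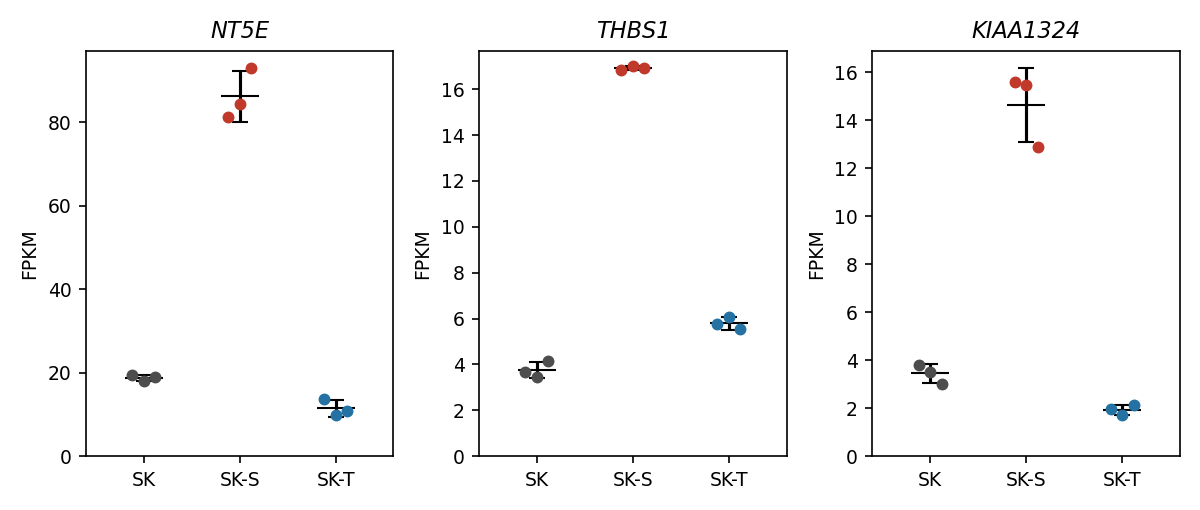
FPKM of NT5E, THBS1 and KIAA1324 in the 3 libraries each of SK, SK-S and SK-T, 1 point per library with the mean and SD as a bar and y axes in FPKM. For NT5E the SK-S points lie between 81.4 and 93.0 and the SK points between 17.9 and 19.4.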

**FIGURE 4:**
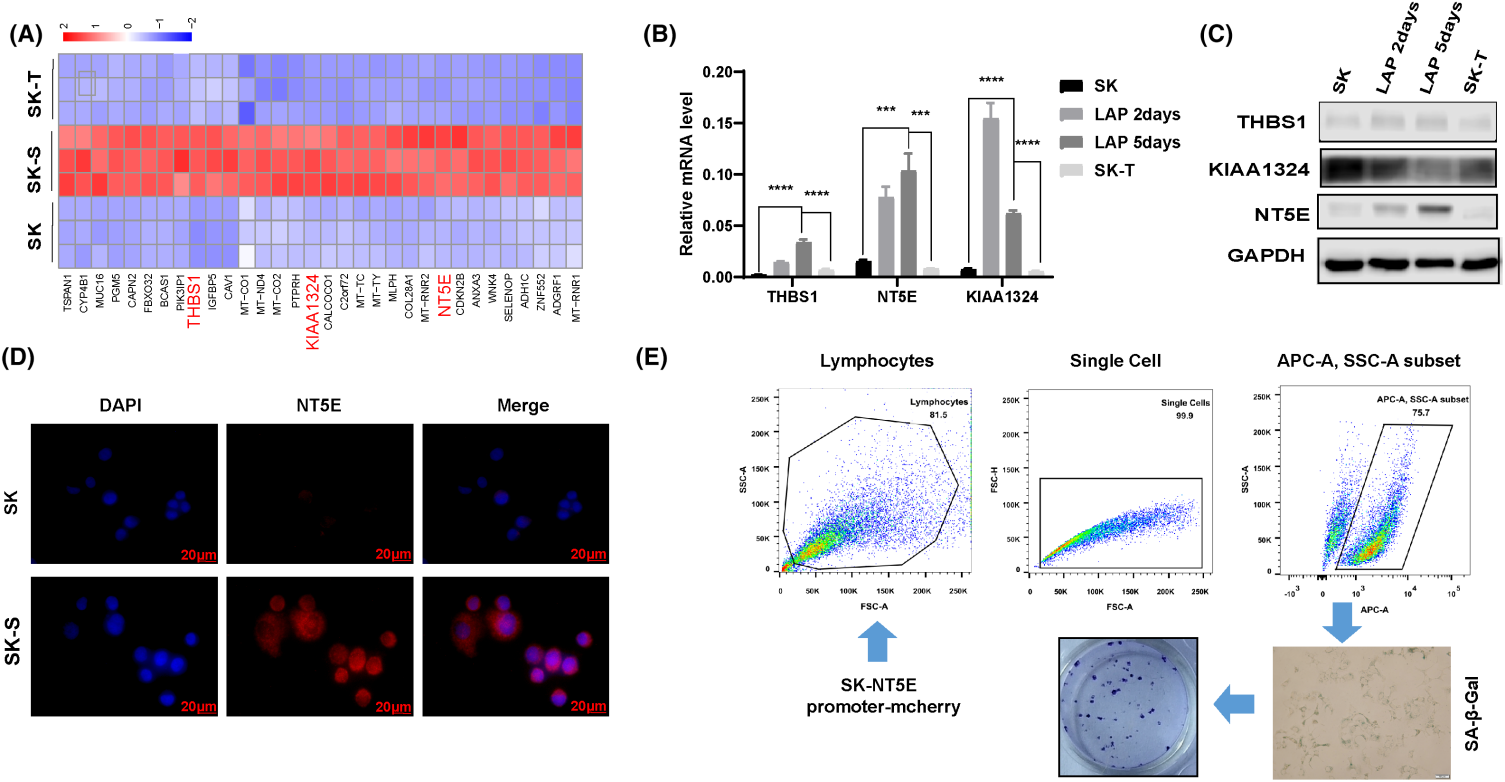
NT5E was identified as a cellular senescence marker. (A) Screened top 32 genes upregulated only in the senescent cells, which were from the top 100 genes with the lowest *p* value among the differentially expressed genes in the three groups were selected and displayed by heatmap. Senescence‐associated genes *THBS1*, *NT5E*, and *KIAA1324* were highlighted in red. (B) Gene expression profile of *THBS1*, *NT5E*, and *KIAA1324* in different context of SK cells. (C) Protein expression profile of *THBS1*, *NT5E*, and *KIAA1324* in different context of SK cells. (D) Cell membrane localization of NT5E protein examined by immunofluorescence. NT5E (red) and nuclear DNA (blue) counterstained with DAPI (scale bar: 20 μm). Magnification: ×400. (E) Development of verification of a stable cell line SK‐NT5E promoter‐mCherry. Senescent cells expressing red fluorescent protein mCherry were sorted out by flow cytometry, when senescence was induced by LAP in the stable cell line. The sorted cells were propagated and subject to SA‐β‐gal staining and colony formation assay. Fold change (FC) ≥ 2 or FC ≤ 0.5 and *p* < 0.05. SK, parental SKBR3 cells; SK‐S, senescent SKBR3 cells; SK‐T, senescence escaped SKBR3 cells; ***p < 0.001, ****p < 0.0001. Data are expressed as mean ± SD (*n* = 3).

Previous experiments demonstrated that SK cells could escape from LAP‐induced senescence and reproliferate after drug withdrawal. In order to confirm whether the re‐proliferating cells were derived from senescent cells, we established a stable cell line with SK‐NT5E promoter‐mCherry which could report cellular senescence. When LAP induced senescence of stable cell line, NT5E promoter was activated and senescent cells expressing mCherry were sorted out by flow cytometry. The senescent cells were further cultured, and it was found that the sorted cells were positive for SA‐β‐Gal staining (Figure 4E). After 21–27 days, the sorted cells continued to propagate and form monoclonal clusters (Figure 4E). It was confirmed that escaped cells were indeed derived from senescent cells and NT5E could be an effective marker of cellular senescence.

### 3.3 Binding capacity of ultrasound‐targeted nanobubbles to senescent cells

Next, we attempted to device a senescent detection strategy. Previously, we assembled nanobubbles to detect tamoxifen resistance in ER+ breast cancer.^23^ We would adapt this technique to device nanobubbles to detect LAP‐induced senescence in HER2+ breast cancer. Ultrasound nanobubbles had a core of perfluoropropane bubble (C3F8) and a shell of lipid (Figure 5A). NT5E antibody labeled with green fluorescence was coupled to the nanobubble shell to obtain NT5E‐FITC‐NBs with a particle size of 486.9 ± 8.2 nm and a zeta potential of −12.1 ± 10.3 mV (Figure 5B,C). Then, IgG antibody labeled with green fluorescence was coupled to the nanobubble shell to obtain IgG‐FITC‐NBs with a particle size of 438.0 ± 12.5 nm and a zeta potential of −10.2 ± 8.3 mV (Figure S4A,B). IgG‐FITC‐NBs was served as the control for NT5E‐FITC‐NBs. IgG‐FITC‐NBs and NT5E‐FITC‐NBs with different concentrations were incubated with SK cells for 12 and 24 h, respectively, and it was found that there was no statistical difference in cell activity at different concentrations of NBs (Figure S4C). In order to test the targeting ability of ultrasound nanobubbles to senescent cells (Figure 5D,E), it could be seen through IF that NT5E‐FITC‐NBs were obviously gathered around the senescent cell membrane and some entered the cytoplasm. Their binding rate to senescent cells was significantly higher than that of cells in the control group, while IgG‐FITC‐NBs had no significant fluorescence accumulation around the cells in the control group and senescence group. The results of flow cytometry were consistent with the above results (Figure 5E,F).

**FIGURE 5:**
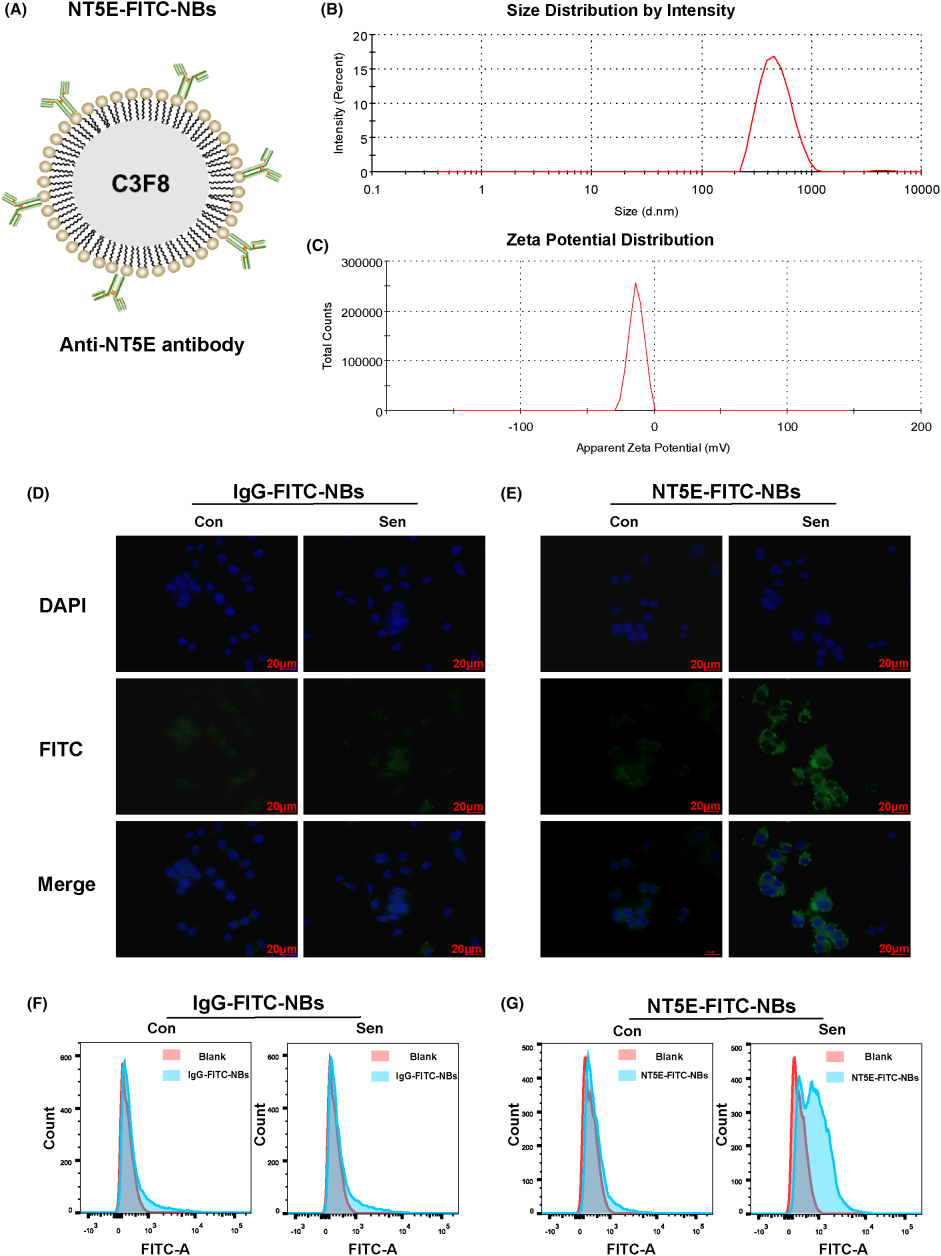
Ultrasound‐targeted nanobubbles bound to senescent cells. (A) Structure diagram of NT5E‐FITC‐NBs. (B, C) Particle size and Zeta potential of NT5E‐FITC‐NBs. (D) Fluorescence microscope image of tumor targeting and penetrating efficiency of IgG‐FITC‐NBs and NT5E‐FITC‐NBs in vitro after incubation for 30 min at 37°C in 5% CO_2_ atmosphere. The blue fluorescence was DAPI, and green fluorescence was NBs (scale bar: 20 μm). Magnification: ×400. (E, F) The binding ability of IgG‐FITC‐NBs and NT5E‐FITC‐NBs to senescent cells detected by flow cytometry. Con, control group; Sen, senescence group.

With the advantage of nanoscale particle size, NT5E‐FITC‐NBs could reach the tumor tissue through the leaky vasculature of the tumor. With the guidance of NT5E targeting, the accumulation of NT5E‐FITC‐NBs in tumors increased, and it was easier to penetrate the extracellular matrix and cell membrane into the cytoplasm. Subsequently, we tested the in vitro imaging effect of NT5E‐FITC‐NBs and IgG‐FITC‐NBs detected by ultrasonic equipment, and found that both nanobubbles had good imaging effects in B‐mode and CEUS (Figure S4C).

### 3.4 Evaluation of LAP‐induced senescence in HER2+ breast cancer by ultrasound‐targeted imaging

To evaluate binding of targeted NBs to cellular senescence in vivo, a senescence animal model of breast cancer was employed. We constructed SK‐NT5E promoter‐fluc stable cell line, and the senescence animal model was established by injecting the stable cell line into mammary gland fat pad of female nude mice. LAP treatment can activate the NT5E promoter of tumor cells and make cells bioluminescent. As shown in Figure 6A–E, when mice were treated with LAP for some time, the tumor in Sen group shrank and the luminescence signal was enhanced, while the luminescence signal of Con group was relatively weak. After long drug withdrawal periods, the tumor in Eva group was enlarged, the luminescence signal was weakened.

**FIGURE 6:**
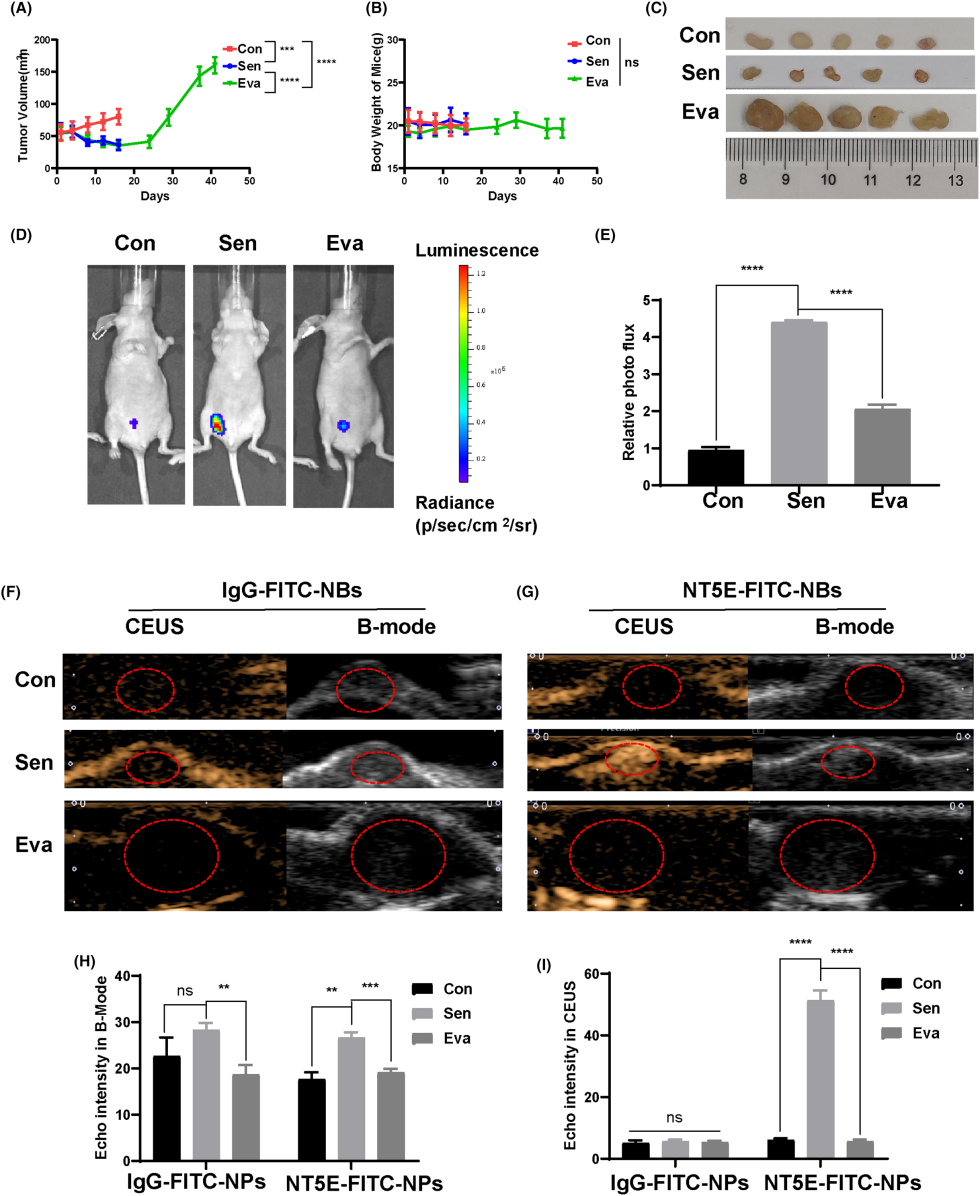
LAP‐induced senescence in HER2+ breast cancer was detected by ultrasound‐targeted imaging. (A, B) Alterations in tumor volume and body weight in Con, Sen, and Eva groups of mice. (C) representative image of tumor in Con, Sen, and Eva groups. (D, E) Validation of senescence animal model of breast cancer by bioluminescence imaging. (F–I) Ultrasound imaging of IgG‐FITC‐NBs and NT5E‐FITC‐NBs in three groups in vivo (B‐mode and CEUS). Con, control group; Eva, evasion group; Sen, senescence group. **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are expressed as mean ± SD (*n* = 5).

After completing bioluminescence imaging, the three groups of animals were injected with IgG‐FITC‐NBs and NT5E‐FITC‐NBs via the tail vein for ultrasound imaging (Figure 6F, G). The changes in the signal intensity of the three groups of ultrasound imaging were clearly consistent with those of bioluminescence imaging. After animals were treated with LAP, the tumor shrank, the luminescence signal was enhanced, and the ultrasound echo intensity increased. After long drug withdrawal periods, the tumor was enlarged, the luminescence signal was weakened, and the ultrasound echo intensity decreased. Compared with the Con and Eva groups, the echo intensity of NT5E‐FITC‐NBs in the Sen group was the strongest in both B‐mode and CEUS, while the echo intensity of IgG‐FITC‐NBS was not statistically different among the three groups, which proved the effectiveness of NT5E‐FITC‐NBs for ultrasound imaging in the evaluation of cellular senescence induced by LAP in HER2+ breast cancer (Figure 6F–I).

After ultrasound imaging, the nude mice were sacrificed, and the tumors were collected for HE and IHC staining. The results of IHC showed that (Figure 7A–E), compared with the Con group, the expression of Ki67 was significantly decreased in the Sen group, while the expression of Ki67 was increased in the senescence escaped Eva group. Furthermore, there was no statistical difference in Cleaved Caspase‐3 expression among the three groups, suggesting that the effect of LAP on HER2+ breast cancer was mainly to inhibit the proliferation of tumor cells, rather than to induce apoptosis. The expression of γH2AX and NT5E in Sen group was significantly higher than that in Con and Eva group, which was consistent with our cell experiment results, further proving that NT5E can be used as an effective marker of senescence and the effectiveness of NT5E‐FITC‐NBs for ultrasound‐targeted imaging. After ultrasound imaging, viscera (heart, liver, spleen, lung, and kidney) were taken from the mice for HE staining (Figure S5). It was found that there was no significant difference in morphology and structure of the heart, liver, spleen, lung, and kidney of the three groups of mice in HE staining, which suggested that the ultrasound‐targeted nanobubbles used in the experiment were tolerable and safe.

**FIGURE 7:**
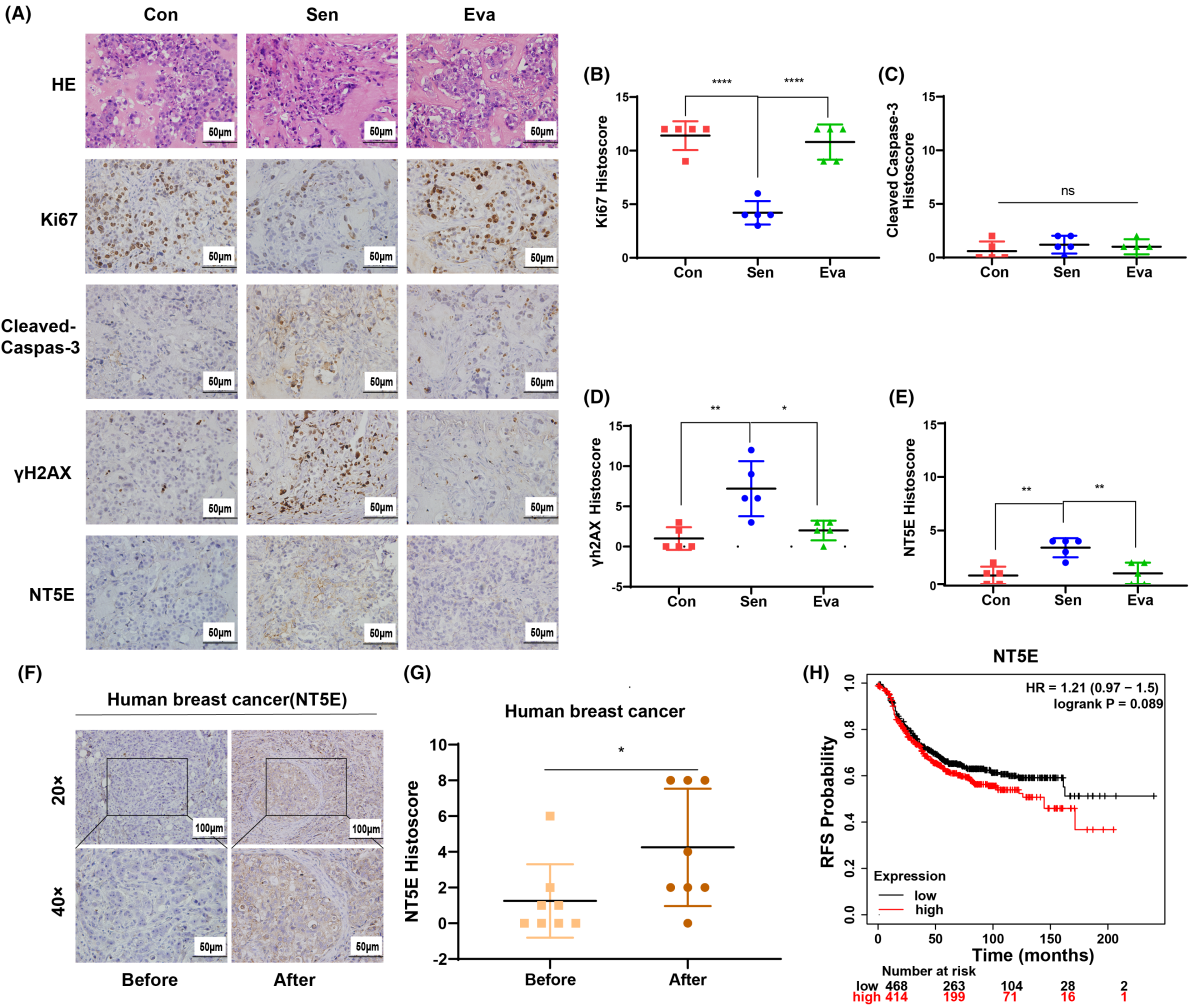
NT5E was a risk factor affecting the prognosis of breast cancer patients. (A–E) Representative images of HE and IHC staining and histoscore of Ki67, Cleaved Caspase‐3, γH2AX, and NT5E of tumors in Con, Sen, and Eva group. Magnification: ×400. Data are expressed as mean ± SD (*n* = 5). (F, G) Representative IHC images of NT5E and histoscore of eight pairs of tumor tissue specimens from HER2+ breast cancer before and after LAP treatment. Data are expressed as mean ± SD (*n* = 8). (H) Kaplan–Meier analysis for NT5E expression under the condition of RFS probability in patients with HER2+ breast cancer using K‐M Plotter database. Con, control group; Eva, evasion group; RFS, recurrence free survival; Sen, senescence group. Scale bar: 50 μm; *p < 0.05, **p < 0.01, ****p < 0.0001.

Subsequently, eight pairs of tumor tissue specimens from HER2+ breast cancer before and after LAP treatment were screened for NT5E IHC staining and scoring. It was found that after LAP treatment, the NT5E staining score of tumor tissue was higher than that prior to treatment, and the difference was statistically significant (Figure 7F,G). Notably, the data of 882 HER2^+^ breast cancer patients from K‐M Plotter database were retrieved and the survival curve RFS (recurrence free survival) analysis was conducted. The results showed that there was no statistical difference in RFS probability between the groups with high and low expression level of NT5E; however, the hazard ratio (HR) of the group with high expression of NT5E was >1, indicating that NT5E was a risk factor affecting the prognosis of HER2^+^ breast cancer patients (Figure 7H). Clinical data suggested that ultrasound‐targeted nanobubbles based on NT5E as a senescence target had the potential of clinical translation.

## 4 DISCUSSION

In this study, we have shown that prolonged treatment of HER2+ breast cancer with LAP causes cellular senescence in SKBR3 cells. SKBR3 cells have a mutation in p53. p53 has been reported to be essential for the establishment of oncogene‐induced senescence,^25^ while other studies have shown that therapy‐induced senescence (TIS) can occur independently of p53.^26^ SKBR3 cells carry functional mutations in p53, while HCC1419 cells are p53 deficient.^27^ It has been reported LAP‐induced senescence in both LAP sensitive HER2+ cell lines, suggesting that LAP‐induced senescence is not dependent on wild‐type p53 activity.^10^ Restoring wild‐type p53 activity either by transfection of wild‐type p53 into HCC1419 cells or by treatment SKBR3 cells with APR‐246,^28^ a molecule which reactivates wild‐type p53, blocked LAP‐induced senescence and caused increased cell death.^10^ These results suggest that low wild‐type or mutant p53 activity contributes to induction of LAP‐induced senescence, whereas wild‐type p53 may facilitate LAP‐induced apoptosis.

As stated above, breast cancer cells escaped from LAP‐induced senescence after drug withdrawn. Studies^29^ have confirmed that senescent cells can secrete SASP factors that mediate secondary effects on tumor progression. Different SASP factors contribute to cancer stemness, proliferation, migration, invasion, and metastasis, thus enhancing the malignant potential of the cancer cell population. Another important mechanism by which senescent cells and their SASP indirectly contribute to cancer progression and relapse is the negative modulation of the immune system. In the present study, IL6, IL8, and MMP3, which have been highlighted for their pro‐tumorigenic activities of individual SASP factors in many studies,^30^, ^31^ produced by LAP‐induced senescent breast cancer cells. In addition, we have demonstrated the transcriptional difference in different status of HER2+ breast cancer cell lines. There were significant alterations in the transcription profile for parental cells, senescent cells, and senescence escaped cells. The RNA‐seq results revealed the differential expression level of three genes participate in cellular senescent event, including *THBS1*, *NT5E*, and *KIAA1324*. Other genes with significant alterations in expression level in the three groups of cells were enriched in biological processes including cellular response to DNA damage stimulus, cell cycle, DNA replication, and DNA repair, etc. These biological processes may be involved in the senescence escape caused by the targeted therapy of LAP for HER2+ breast cancer. Therefore, we suggest that SASP mediate the evasion of senescent cells from LAP‐induced cellular senescence and the reasons for reactivation of proliferation by senescent cancer cells.

We identified NT5E as a marker of reversible senescence in HER2+ breast cancer. High expression of NT5E is generally associated with poorer clinical outcomes in various cancer.^32^ NT5E is involved in immune‐related drug resistance. NT5E enhances the effect of suppressive immune cells such as myeloid‐derived suppressor cells (MDSCs) and T regulatory cells (Tregs) and attenuates the protective immune cells including T cells and NK cells to weaken anti‐tumor immunity, through interaction with specific G‐protein‐coupled receptors A1, A2A, A2B, and A3.^33^, ^34^ Elham et al^35^ reported that NT5E, as a tumor‐intrinsic inhibitory immune checkpoint, can contribute chemotherapy resistance and facilitate non‐small cell lung cancer development. Turcotte et al^36^ showed that, in HER2+ breast cancer, NT5E expressed by tumor cells and host cells significantly suppresses the anti‐ErbB2‐mediated immune response, thereby promoting resistance to targeted therapy. In addition to its enzyme‐dependent function of producing immunosuppressive adenosine, NT5E also plays a critical role in engaging tumor plasticity involving stemness, epithelial to mesenchymal transition, metastasis, and treatment evasion for a wide range of solid tumor types.^32^ Adding to this background, several preclinical studies have promoted NT5E as a potential therapeutic target for cancer therapy. The synergistic combination of blockade of NT5E and conventional anticancer therapies (such as chemotherapy, radiotherapy, and immunotherapy) or targeted therapies can boost the efficacy of existing therapies, magnify their anti‐proliferation effect, and restore immune surveillance.^37^ This study further establishes NT5E as a clinically relevant marker in cancer, both for the development of diagnostic tools, but also as a prognostic marker. Therefore, NT5E‐based imaging may have potentials beyond monitoring reversible senescence.

A challenge for successful implementation and prediction of drug resistance resulted from senescence is that whether cells actually could escape from therapy‐induced senescence. It is possible that some tumor cells never undergo a stable senescence arrest before re‐entering the cell cycle. In order to address this question, we established a SK‐NT5E promoter‐mCherry stable cell line which enables us to explore whether escaped cells are derived from senescent cells. With the utilization of this stable cell line, we confirm that escaped cells are indeed derived from senescent cells and NT5E could be an effective marker of cellular senescence.

A key to molecular targeted ultrasound imaging is the selection of specific ligands which determine the location and application of targeted imaging. In present study, we showed that NT5E was a LAP‐induced senescence marker that was highly expressed in senescent cells. Moreover, NT5E was displayed on the cell surface, making it attractive as a molecular target for nanobubbles. It has been known that, in most scenario cases of cellular senescence, the conventional markers are intracellular protein which make them not suitable for this imaging approach. Since we have shown the important role of reversible senescence in LAP resistance in HER2+ breast cancer, in order to dynamically monitor and effectively evaluate LAP resistance in HER2+ breast cancer, we constructed ultrasound‐targeting nanobubbles (NT5E‐FITC‐NBs) based on senescence for ultrasound molecular‐targeted imaging.

Further, we developed a cellular senescence‐based ultrasound‐targeted NBs to dynamically monitor and effectively evaluate LAP resistance in HER2+ breast cancer in the present study. Ultrasound contrast agents (UCAs) are the basis and key of ultrasound molecular‐targeted imaging. Microbubbles are blood pool contrast agents with diameters ranging from 1 to 10 μm, which cannot pass through the tumor's leaky vasculature and remain in the circulation until they are taken up by the spleen and liver or dissolve in a rather short time.^38^ Due to these premises, nanoscale carriers can escape from capillaries and blood vessels and enter the defective tumor microcirculation to target tumor cells through enhanced permeability and retention (EPR) effects.^39^ In the present study, we assembled a nanoscale ultrasound‐targeted contrast agent (NT5E‐FITC‐NBs), in conjugation with specific senescence marker protein NT5E. With the advantage of nanoscale and active targeting of ligand NT5E, NT5E‐FITC‐NBs exhibits a good engagement with senescent tumor cells in the in vitro and in vivo settings. Targeted imaging could not only enhance the effect of ultrasound imaging, but also monitor the dynamic changes of cellular senescence after LAP mediated targeted therapy by observing the alteration in echo intensity, which was of great significance for evaluating drug resistance caused by cellular senescence.

## 5 LIMITATIONS

There are also limitations in this study. There are only one HER2+ cell line and one mice model used to study the correlation between cellular senescence and drug resistance. Additional HER2+ breast cancer cell lines would be used to provide a more comprehensive understanding of the role of cellular senescence in LAP resistance. The animal model used in this study was nude mice, which could not provide an immune environment for NT5E to exert suppressing anti‐tumor immune responses. In the future, we will use other animal models to explore more roles of NT5E in drug resistance. Finally, the targeted nanobubbles are still in the preclinical setting, so the feasibility and safety of clinical transformation still need to be further verified.

## 6 CONCLUSION

In summary, our work demonstrates that reversible cellular senescence contributes to LAP resistance in HER2+ breast cancer and identifies that NT5E can be an effective marker of cellular reversible senescence. We have devised ultrasound‐targeted nanobubbles NT5E‐FITC‐NBs with higher binding ability to reversible senescence cells and good imaging effects in B‐mode and CEUS detected by ultrasonic equipment. We have shown that cellular senescence‐based ultrasound‐targeted imaging could identify reversible senescence early, dynamically monitor and effectively evaluate LAP resistance in HER2+ breast cancer, which has the potential to improve cancer treatment outcomes by altering therapeutic strategies ahead of aggressive recurrences.

## AUTHOR CONTRIBUTIONS

**Xiaoyu Chen:** Conceptualization (equal); methodology (equal); writing – original draft (lead). **Ying Li:** Validation (equal); writing – original draft (equal). **Zhiwei Zhou:** Visualization (equal); writing – original draft (equal). **Yanqiu Zhang:** Investigation (equal); validation (equal). **Luchen Chang:** Formal analysis (equal); methodology (equal). **Xiujun Gao:** Resources (equal); validation (equal). **Qing Li:** Investigation (equal). **Hao Luo:** Validation (equal). **Kenneth D. Westover:** Methodology (equal). **Jialin Zhu:** Conceptualization (equal); writing – review and editing (equal). **Xi Wei:** Conceptualization (lead); funding acquisition (lead); project administration (lead); software (equal); supervision (lead); writing – review and editing (lead).

## FUNDING INFORMATION

The work was supported by the National Natural Science Foundation of China (81771852), Tianjin Major Science and Technology Project of Artificial Intelligence (18ZXZNSY00300), Tianjin Health Research Project (ZD20018 and QN20018), and Tianjin Research Innovation Project for Postgraduate Students (2020YJSS178).

## CONFLICT OF INTEREST STATEMENT

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## ETHICS STATEMENT

This protocol was approved by the Ethics Committee of Tianjin Medical University Cancer Institute and Hospital.

## PATIENT CONSENT STATEMENT

The patients' informed consent and signature were obtained.

## Supporting information

Appendix S1.

## Data Availability

All data generated or analyzed during this study are included in this published article or uploaded as supplementary information.

# Supplementary material for: Dynamic ultrasound molecular‐targeted imaging of senescence in evaluation of lapatinib resistance in HER2‐positive breast cancer
**Source:** Cancer Med. 2023 Oct 4;12(19):19904–20. doi: 10.1002/cam4.6607
**Supplement:** Supplementary file 1 — Appendix S1.

**Methods**

**RNA-Seq**

**mRNA library construction and sequencing**

Total RNA was isolated and purified using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer's procedure. The RNA amount and purity of each sample was quantified using NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA). The RNA integrity was assessed by Bioanalyzer 2100 (Agilent, CA, USA) with RIN number >7.0, and confirmed by electrophoresis with denaturing agarose gel. Poly (A) RNA is purified from 1μg total RNA using Dynabeads Oligo (dT)25-61005 (Thermo Fisher, CA, USA) using two rounds of purification. Then the poly(A) RNA was fragmented into small pieces using Magnesium RNA Fragmentation Module (NEB, cat. e6150, USA) under 94℃ 5-7min. Then the cleaved RNA fragments were reverse-transcribed to create the cDNA by SuperScript™ II Reverse Transcriptase (Invitrogen, cat. 1896649, USA), which were next used to synthesise U-labeled second-stranded DNAs with E. coli DNA polymerase I (NEB, cat. m0209, USA), RNase H (NEB, cat. m0297, USA) and dUTP Solution (Thermo Fisher, cat. R0133, USA）. An A-base is then added to the blunt ends of each strand, preparing them for ligation to the indexed adapters. Each adapter contains a T-base overhang for ligating the adapter to the A-tailed fragmented DNA. Single- or dual-index adapters are ligated to the fragments, and size selection was performed with AMPureXP beads. After the heat-labile UDG enzyme (NEB, cat. m0280, USA) treatment of the U-labeled second-stranded DNAs, the ligated products are amplified with PCR by the following conditions: initial denaturation at 95℃ for 3 min; 8 cycles of denaturation at 98℃ for 15 sec, annealing at 60℃ for 15 sec, and extension at 72℃ for 30 sec; and then final extension at 72℃ for 5 min. The average insert size for the final cDNA library was 300±50 bp. At last, we performed the 2×150bp paired-end sequencing (PE150) on an Illumina Novaseq™ 6000 (LC-Bio Technology CO., Ltd., Hangzhou, China) following the vendor's recommended protocol.

**Sequence and primary analysis:**

Cutadapt software (<https://cutadapt.readthedocs.io/en/stable/,version:cutadapt-1.9>) was used to remove the reads that contained adaptor contamination, (command line: ~cutadapt -a ADAPT1 -A ADAPT2 -o out1. fastq -p out2. fastq in1. fastq in2. fastq -O 5 -m 100). And After removed the low quality bases and undetermined bases ,we used HISAT2 software (<https://daehwankimlab.github.io/hisat2/,version:hisat2-2.0.4>) to map reads to the genome (for example:Homo sapiens Ensembl v96), (command line: ~hisat2 -1 R1.fastq.gz -2 R1.fastq.gz -S sample_mapped.sam). The mapped reads of each sample were assembled using StringTie (<http://ccb.jhu.edu/software/stringtie/,version:stringtie-1.3.4d.Linux_x86_64>) with default parameters (command line: ~stringtie -p 4 -G genome. gtf -o output. gtf -l sample input.bam). Then, all transcriptomes from all samples were merged to reconstruct a comprehensive transcriptome using gffcompare software(<http://ccb.jhu.edu/software/stringtie/gffcompare.shtml,version:gffcompare-0.9.8.Linux_x86_64>).After the final transcriptome was generated, StringTie and ballgown(<http://www.bioconductor.org/packages/release/bioc/html/ballgown.html>) were used to estimate the expression levels of all transcripts and perform expression level for mRNAs by calculating FPKM (FPKM=[total_exon_fragments / mapped_reads(millions) × exon_length(kB)]),(command line: ~stringtie -e -B -p 4 -G merged. gtf -o samples. gtf samples.bam). The differentially expressed mRNAs were selected with fold change > 2 or fold change < 0.5 and p value < 0.05 by R package edgeR(<https://bioconductor.org/packages/release/bioc/html/edgeR.html>) or DESeq2(<http://www.bioconductor.org/packages/release/bioc/html/DESeq2.html>), and then analysis GO enrichment and KEGG enrichment to the differentially expressed mRNAs.

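These thresholds select on size as well as on p, so genes with small but reproducible changes stay out of the counts. At an adjusted p under 0.05 with no cutoff on fold, 2663 genes were higher and 2928 lower in SK-S than SK, 787 and 781 in SK-T than SK, and 3375 and 3073 in SK-T than SK-S, with edgeR's quasi-likelihood test on the deposited counts. An unadjusted p lets some unchanged genes through, and the fold cutoff removes part of them. In counts simulated with known changes in 67 genes at 1.5-fold, 67 at 2-fold and 66 at 4-fold, an adjusted p under 0.05 recovered 68.7% of 2-fold and 92.4% of 4-fold changes in SK-S against SK, 65.7% and 95.5% in SK-T against SK, and 77.6% and 97% in SK-T against SK-S. Of changes of 1.5-fold it recovered 25.4%, 17.9% and 29.9%. Unchanged genes called were 3, 4 and 9. In total 127, 123 and 145 genes were called in the simulated counts, far fewer than in the real ones. An adjusted p is harder to pass when few genes change, so recovery in the real counts can differ from these shares. The enrichment step asks whether the genes of a term are more frequent among the selected genes than among all genes that could have been selected, so its result depends on which list of genes is put in.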

**Supplemental Figures**

**
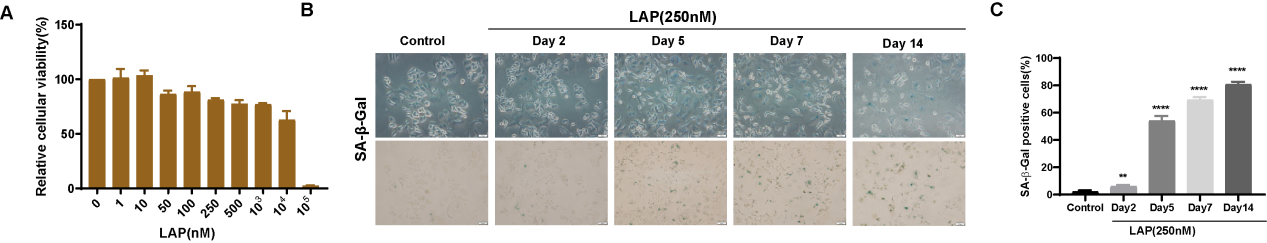
**

**Figure S1.** (A) The cell proliferation was assessed using CCK-8 assay. (B and C) Growth of this cell line over a 2-week period in 250 nM LAP caused an accumulation of senescent cells until 80% of cells were senescent by day 7. LAP: lapatinib.**p*<0.05, ***p*<0.01, ****p*<0.001. Data are expressed as Mean ± SD (n=3).

**
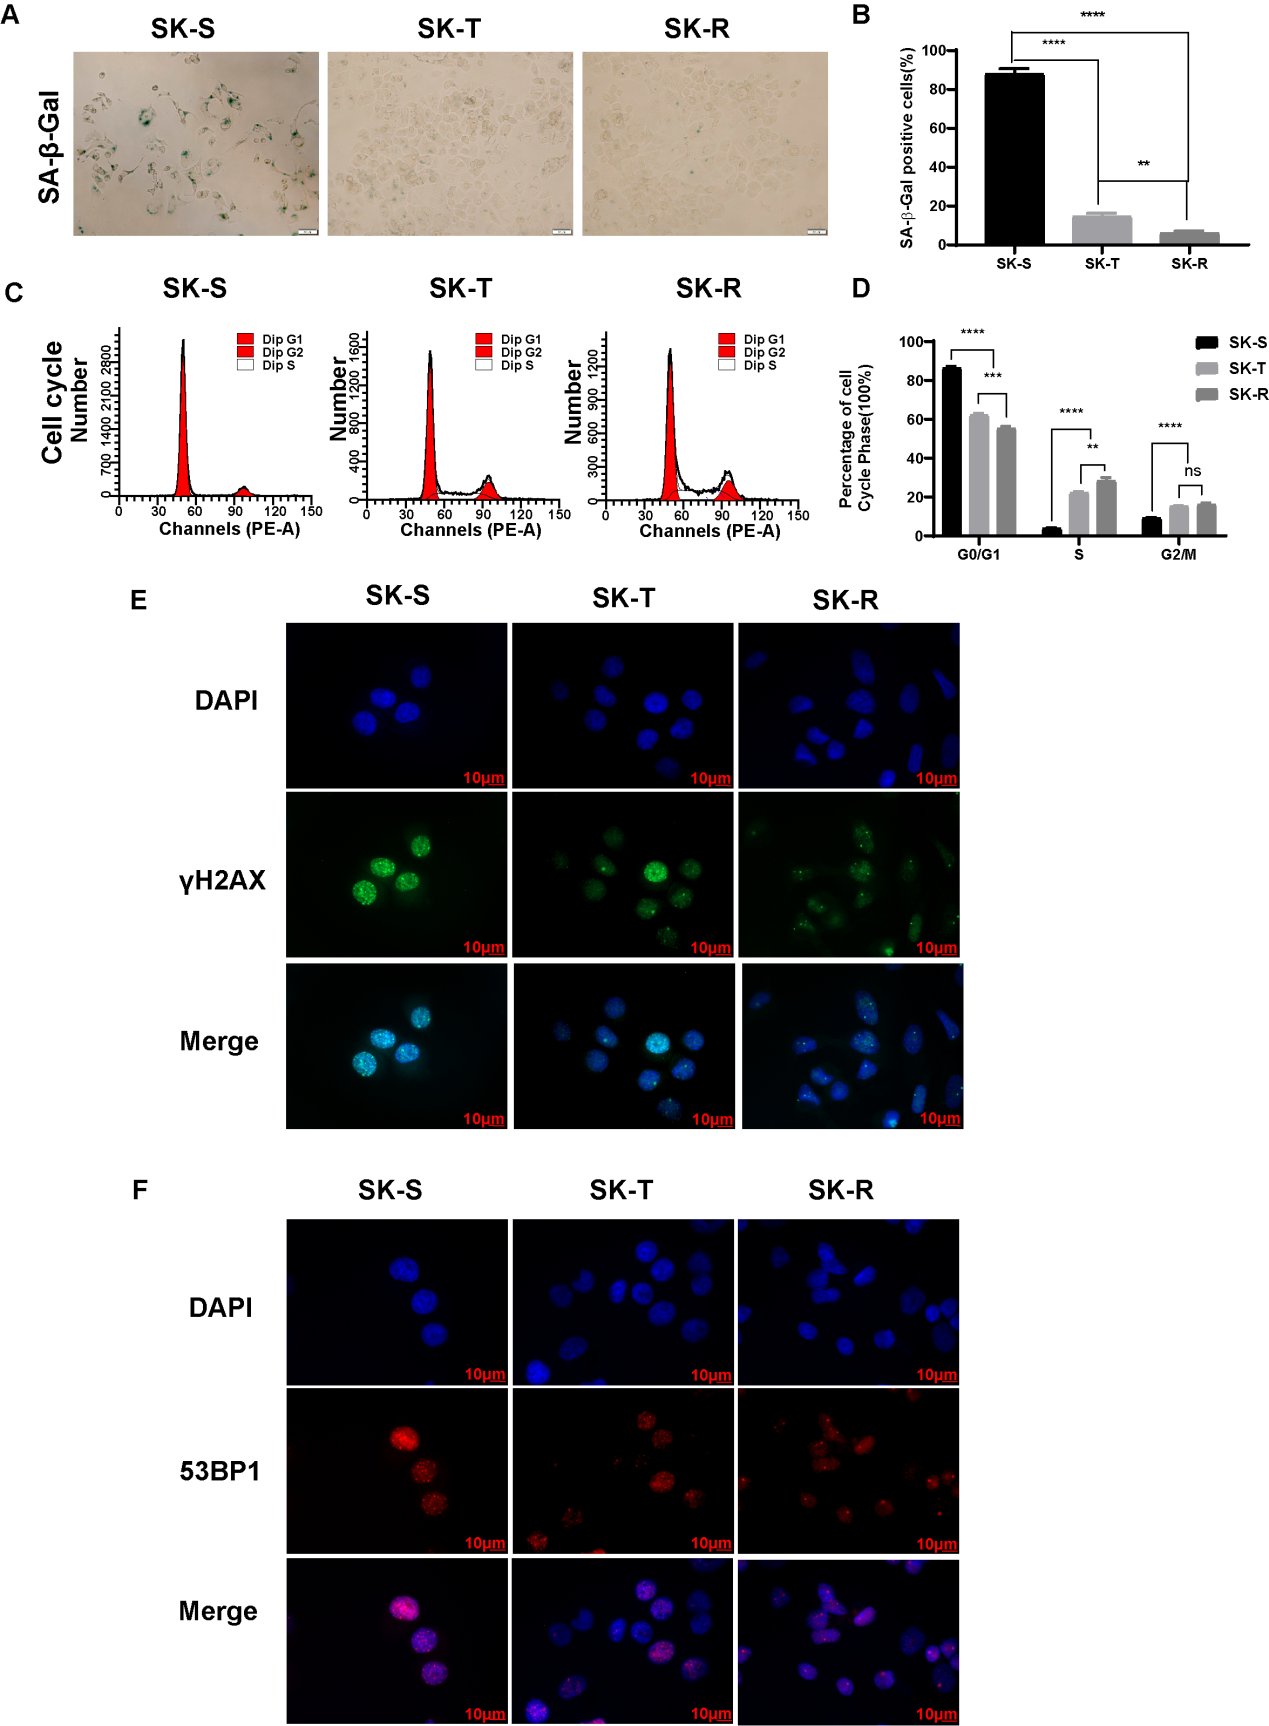
**

**Figure S2.** (A and B) In comparison to SK-S cells, the SA-β-Gal staining of SK-T and SK-R was negative. (C and D) The cell population in the G0/G1 phase was marked decreased in SK-T and SK-R cells. (E and F) The IF staining showed a remarkable decline in the protein expression level of γH2AX and 53BP1 in DNA damage foci of SK-T and SK-R cells(scale bar: 10 μm). SK-S: senescent SKBR3 cells; SK-T: senescence escaped SKBR3 cells; SK-R: LAP-resistant cells; LAP: lapatinib. **p*<0.05, ***p*<0.01, ****p*<0.001. Data are expressed as Mean ± SD (n=3).

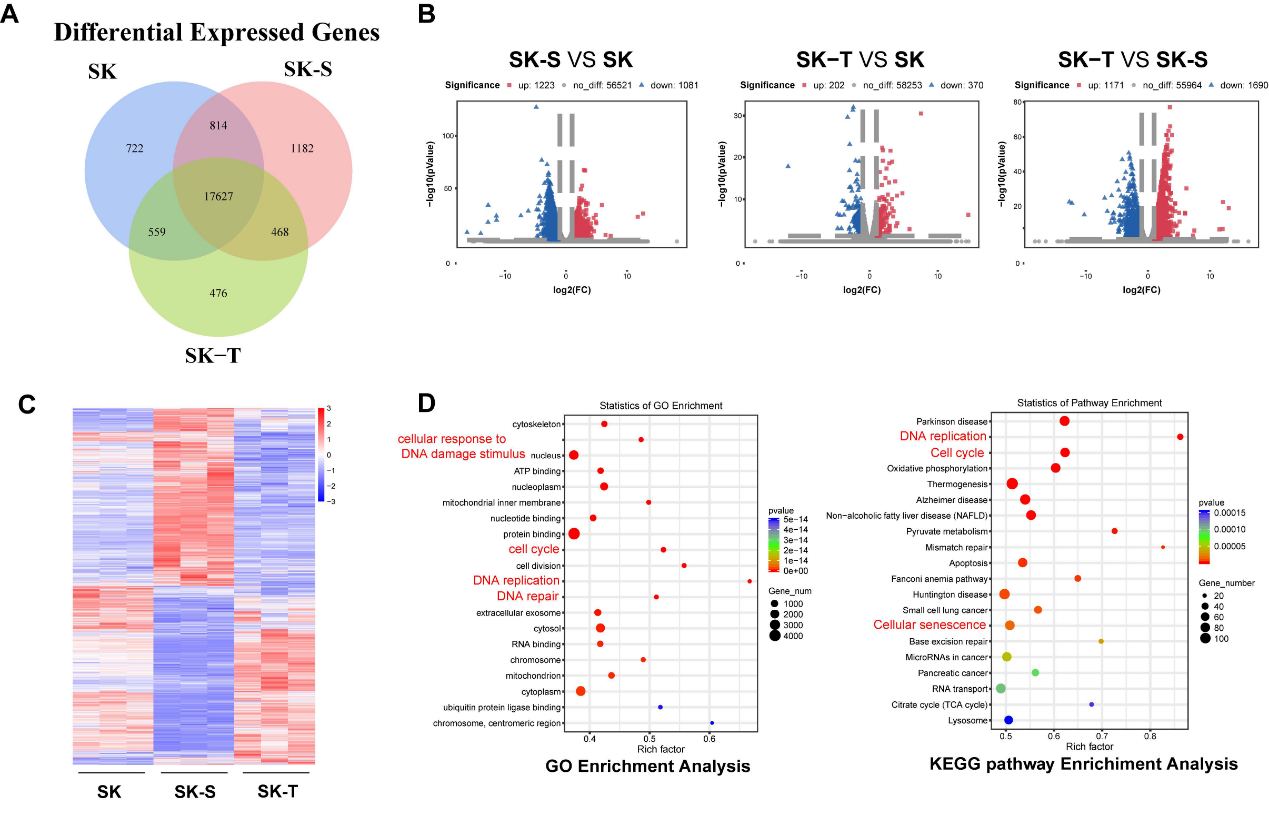

**Figure S3.** (A) We performed RNA-seq to evaluate the alterations in gene expression on three groups of cells. There were 722 unique genes for SK cells, 1,182 unique genes for SK-S cells, and 476 unique genes for SK-T cells. (B) Further analysis for changes in the expression level revealed 1,223 upregulated genes and 1,081 downregulated genes in SK-S compared to SK cells. (C) The exhibition on the heat map presented a total number of 7,283 genes that differed significantly among the three groups of cells. (D) GO enrichment analysis and KEGG enrichment analysis were carried out for differentially expressed genes in the three groups of cells, respectively. SK: parental SKBR3 cells; SK-S: senescent SKBR3 cells; SK-T: senescence escaped SKBR3 cells. Data are expressed as Mean ± SD (n=3).

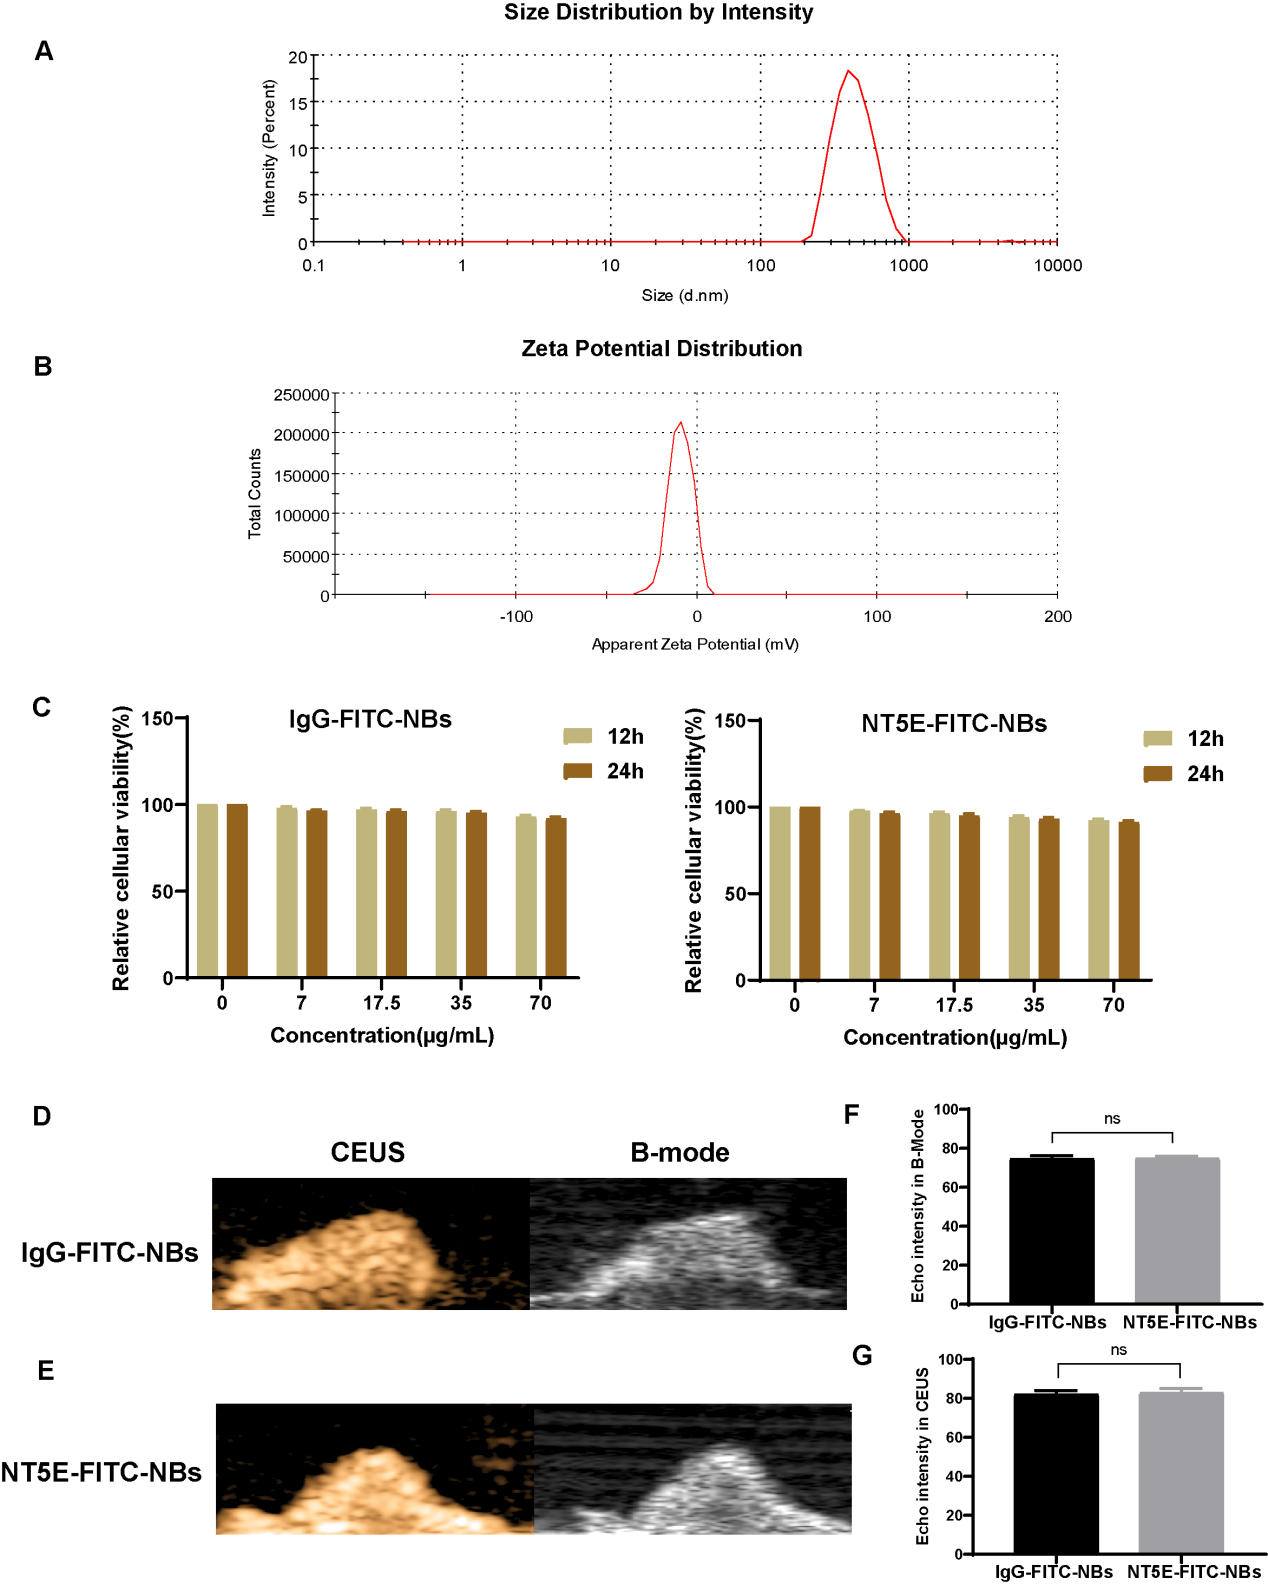

**Figure S4.** (A and B) Then IgG antibody labeled with green fluorescence was coupled to the nanobubble shell to obtain IgG-FITC-NBs. (C) IgG-FITC-NBs and NT5E-FITC-NBs with different concentrations were incubated with SK cells for 12 and 24 hours, respectively, and it was found that there was no statistical difference in cell activity under different concentrations of NBs. (D-G) The *in vitro* imaging effect of NT5E-FITC-NBs and IgG-FITC-NBs detected by ultrasonic equipment. SK: parental SKBR3 cells; Data are expressed as Mean ± SD (n=3).

**
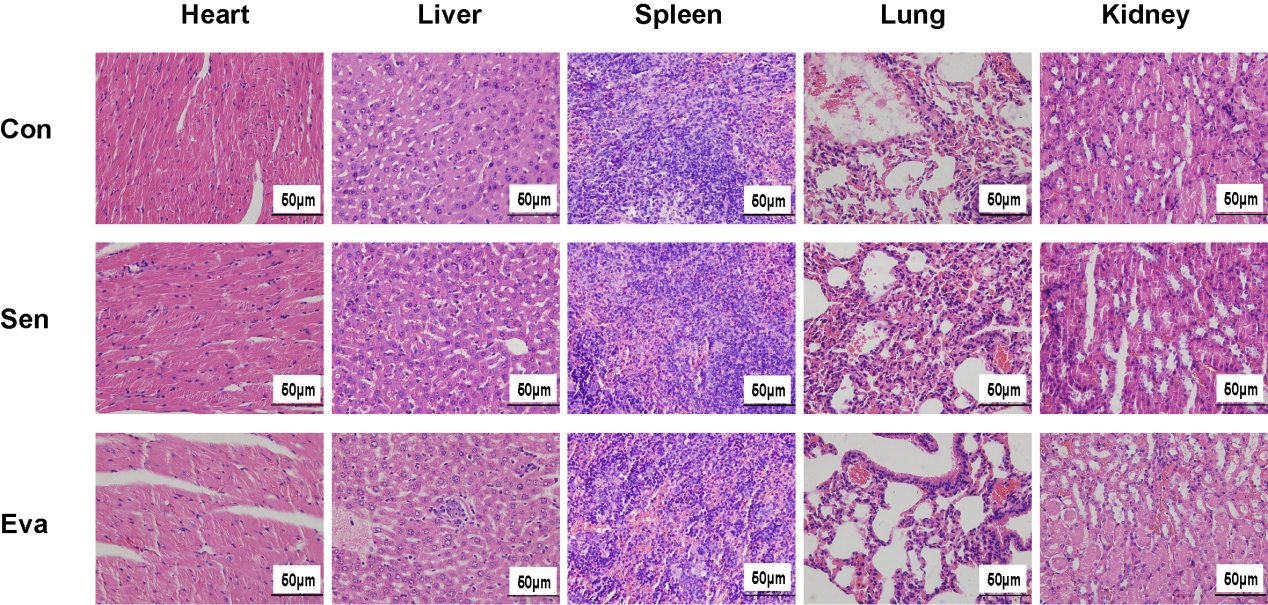
**

**Figure S5.** In vivo biosafety analysis of NT5E-FITC-NBs. Viscera (heart, liver, spleen, lung, and kidney) was taken from the mice for HE staining. It was found that there was no significant difference in morphology and structure of the heart, liver, spleen, lung, and kidney of the three groups of mice in HE staining (scale bar: 50 μm).

**Table S1**. Real-time quantitative primers sequences used in this study

| P15 | Forward Primer | GGACTAGTGGAGAAGGTGC |
| --- | --- | --- |
|  | Reverse Primer | CCCATCATCATGACCTGGATC |
|  | Reverse Primer | CGGGGATGTCTGAGGGACCTTC |
| P21 | Forward Primer | TGTCCGTCAGAACCCATGC |
|  | Reverse Primer | AAAGTCGAAGTTCCATCGCTC |
| P27 | Forward Primer | AACGTGCGAGTGTCTAACGG |
|  | Reverse Primer | CCCTCTAGGGGTTTGTGATTCT |
| P53 | Forward Primer | CAGCACATGACGGAGGTTGT |
|  | Reverse Primer | TCATCCAAATACTCCACACGC |

How the deposited data were processed for this re-analysis (not part of the article)

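RNA sequencing was analysed from 9 libraries of SKBR3 cells in 3 groups of 3, untreated (SK), treated with 250 nM lapatinib for 14 days (SK-S) and grown again after drug withdrawal (SK-T). The groups were taken from the sample labels. Real-time PCR, protein, imaging and animal experiments are not part of the deposited table and were not analysed here.

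According to their processing notes, the authors trimmed reads with cutadapt 1.9, aligned them with HISAT2 2.0.4 and assembled transcripts with StringTie 1.3.4d. The FPKM values were deposited by the authors as made by that processing, with 0.0001 in place of 0 where the count is 0 (305946 values). The estimated counts were also deposited by the authors, and how they were made from the alignments or assembled transcripts is not given in the sources used here. The table lists 58825 genes, of which 24818 have a count of 0 in all 9 libraries, and 4707 names are shared by more than 1 gene. All 18 columns of values were used. Start and end positions were the same as in GENCODE v29 on GRCh38 for 47593 genes (81.3% of the 58552 identifiers found there). Counts per library were 67.1 to 77.5 M. Among low counts multiples of 4 are in excess, and a Poisson model does not describe replicates of 1 group, whose chi-square per gene was 19.9 to 39.5, so the spread was estimated from the replicates.

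Genes with an FPKM of at least 1 in at least 3 libraries were tested (12227). Counts were scaled by TMM and fitted in 1 model of the 3 groups with edgeR 4.0.16 in R 4.3.3, and tested by its quasi-likelihood test with Benjamini-Hochberg adjustment. The overall biological coefficient of variation was 0.205. The plan was limma on log2 FPKM, or edgeR if the table held counts, and it did. Counts of changed genes use a fold of at least 2 and a p under 0.05, as the paper states, read here as unadjusted since no adjustment is named there, and single genes and list members an adjusted p under 0.05. Log2 values are fold changes from this fit, and errors on FPKM are SDs of 3 libraries. Principal components were computed on log2 CPM of the tested genes. A gene was taken as detected in a group when its FPKM was above 0 in all 3 libraries.

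For lists of genes, members that passed were counted over all genes and adjusted over the list alone. Lists with at least 3 tested members, apart from the genes labelled in Figure 4A, were tested by camera of limma 3.58.1 with a preset correlation of 0.01, adjusted over 21 lists. There were 26 lists, namely the cell cycle inhibitors and secreted factors measured by PCR in the paper, other factors of the senescence-associated secretory phenotype, DNA replication, mitosis, DNA repair, replication-dependent histones, lysosome, nuclear genes of oxidative phosphorylation, the mitochondrial genome, receptor and FOXO response, ERK (MAPK) and AKT output, luminal identity and hormone response, cholesterol and lipid synthesis, interferon response, glycolysis, the adenosine pathway, drug efflux transporters, mesenchymal genes, stemness markers, markers of fibroblasts, leukocytes and basal epithelium, nuclear RNA, housekeeping genes and the genes of Figure 4A. Some members of these lists are not reported here, and for that reason the list of cell cycle inhibitors is not reported as a whole. GO and KEGG terms listed in the table with at least 10 tested genes were tested with a one-sided exact hypergeometric test against the tested genes that carry a term. GO text could not be read for 1315 tested genes and KEGG text for 6, and these genes were left out of the respective test.

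Genes are named by a rule. In each comparison, among genes with a symbol, an adjusted p under 0.05, a fold of at least 2 and no overlap between the libraries of the groups, the 8 largest rises and the 8 largest falls could be named, from each list up to 4 members with the lowest p in SK-S against SK or in the comparison described, every gene the paper's text names, and genes of Figure 4A as a group with examples. Genes outside the rule are said to have been chosen after their values were seen. The tests, lists, this rule and the alternatives were set before the data were examined, with the following exceptions. The fits by limma-trend on log2(FPKM + 1), on log2(FPKM + 0.1) and on quantile normalized values, and counts divided by 4, were added in that form afterwards. The tests of MT-ATP6, and of the histone genes on summed counts, reference RNAs and snoRNAs, were chosen after the result was seen. The reading of the test of other immediate early genes was changed after its result was seen.

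Alternatives were no filter, an FPKM of at least 5, an adjusted p, no fold cutoff, folds from mean FPKM, scaling by library totals only or by median of ratios, mitochondrial genes left out, no trend or robust estimation of the spread, only the 2 groups compared, the replicate number as a block, DESeq2 1.42.0, limma-trend with pseudocounts of 1 and 0.1 and on quantile normalized values, each library left out in turn, other definitions of detection, an estimated correlation in camera and other sets of genes for the terms. Other splits of the samples were fitted, all 10 for comparisons of 2 groups and 100 drawn for results over 3 groups. The test was tested on simulated data with known changes.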

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

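The tests of the histone genes on summed counts, reference RNAs and snoRNAs and the 3 tests of MT-ATP6 were chosen after the result was seen. The test of other immediate early genes was set beforehand, and its reading was changed after the result was seen.

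MT-ATP6, a subunit of the mitochondrial ATP synthase, fell in SK-S against SK (log2 fold change -2.48, adjusted p = 5.0e-07), outside the genes the paper discusses and against the direction of most mitochondrial genes. Reads shared with MT-ATP8 and the pseudogene MTATP6P1 are argued against, since the summed count of the 3 also fell (-1.54, SE 0.0757), and reads moved to the neighbouring MT-CO3 are argued against by its rise of 0.63, within the 0.40 to 0.95 of the other 12 mitochondrial genes that rose. Library size or scaling is argued against by the share of MT-ATP6 within the mitochondrial counts, 1.14 ± 0.011% in SK-S, 8.96 ± 0.24% in SK and 9.73 ± 1% in SK-T. MT-ATP8, whose position overlaps that of MT-ATP6, changed far less (-0.455, adjusted p = 3.7e-04 in edgeR), so the overlapping genes did not move alike. How counts were assigned in the overlap of both ATP genes is not given and stays open. A change of the transcript in lapatinib-treated cells was not tested and cannot be told apart from it, so the size of the fall is uncertain.

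Histone genes of S phase were higher in SK-S than SK in 10 of 14 cases, with replication genes lower, in genes the paper does not discuss. Reads shared between near-identical copies within the list are argued against, since the summed count of its 24 histone genes rose as well (1.18, SE 0.0896, adjusted p = 1.5e-05 in edgeR). Reads shared with copies outside the list are not covered by this sum. More RNA without poly(A) tails in the SK-S libraries cannot be told apart from a change in the cells, as 0 of RN7SL1, RN7SL2 and RN7SK were higher at an adjusted p under 0.05 in edgeR, but at 1.18, 1.18 and 1.74 with a wide spread (adjusted p = 0.142, 0.191 and 0.319). Against it, 99 snoRNAs, which mostly lack such tails, had a median of -0.05, with 1 higher and 5 lower, but this does not settle it, since all 99 overlap another annotated gene and their median count was 21.4. In SK-T against SK-S, where 10 of the 14 histone genes fell and 3 rose, RN7SL1 and RN7SL2 fell too. Their changes were -2.93 and -3.25 (adjusted p = 0.0047 and 0.00587 in edgeR), and RN7SK did not pass (-3.57, 0.0687). These values go with a difference in RNA without tails between the libraries. Histone mRNA with poly(A) tails in cells that left the cycle may be a further source, and was not tested.

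EGR1 was lower in SK-T than SK (-3.18, adjusted p = 0.0235), as was FOS, in a comparison for which the paper discusses no single gene of this kind. The EGR1 call is lost without SK replicate 1, 2 or 3 (adjusted p = 0.0702, 0.0596 and 0.0525), SK-T replicate 2 (0.0539), or with only the 2 groups compared (0.0627). A wider fall of immediate early genes cannot be told apart from one of these genes alone. Of 19 measured genes of another list 3 fell in SK-T, JUN, DUSP1 and ZFP36 (named after their values were seen), few enough to meet the bound set beforehand against a wider fall. That bound counted only genes that passed and so can miss small falls, and 15 of the 19 had a log2 fold change below 0 (median -0.30). In simulated counts the test recovered 17.9% of 1.5-fold changes in this comparison. Far fewer genes were called there than in the real counts, which makes an adjusted p harder to pass. The share therefore cannot be carried over as it stands. Handling of the cells before lysis, lasting loss of ERBB signalling and traits of the single colony described as the source of SK-T stay open and were not tested.

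Genes that changed against SK in opposite directions in SK-S and SK-T numbered 591, each with an adjusted p under 0.05 in both comparisons and between SK-T and SK-S. ABCC11, an efflux transporter, was higher in SK-S and lower in SK-T than SK, with -2.46 between SK-T and SK-S (adjusted p = 2.9e-07), and overlaps another annotated gene. ABCC4, another efflux transporter, was lower in SK-S and higher in SK-T, with 3.12 between them (adjusted p = 1.7e-06). IGFL1, a secreted growth factor-like protein, is not one of these, as it was higher than SK both in SK-T (4.71, adjusted p = 0.00604) and in SK-S (adjusted p = 0.00137), from a mean of 0.0514 ± 0.0494 FPKM, and overlaps another annotated gene. Antisense genes, which the paper does not discuss, were higher in SK-S in 117 of 336 cases and lower in 20, with their values uncertain as far as strand was not used in counting.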

How the results depend on the processing

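The alternatives on FPKM by limma and on counts divided by 4 were tests chosen after the data were seen. Without a filter on low values the counts of genes higher and lower were 1766 and 1717 (SK-S against SK), 470 and 876 (SK-T against SK) and 1822 and 2627 (SK-T against SK-S), with 1122 higher only in SK-S, 254 changed the same way in SK-S and SK-T and 196 terms. With an FPKM of at least 5, which leaves fewer genes, they were 278, 382, 27, 61, 420 and 412, with 4501 differing among the groups, 218 higher only in SK-S and 2 terms. Without a fold cutoff they were 3129, 3387, 1833, 1683, 3743 and 3395, with 2390 higher only in SK-S. limma-trend on log2(FPKM + 1) gave 297, 484, 36, 59, 555 and 460 with 231 only in SK-S, and on quantile normalized values 342, 461, 37, 52, 541 and 479 with 260 and 13 terms. Part of these shifts follows from the settings, as a filter sets how many genes are tested and a fold cutoff removes genes. Adding 1 to the FPKM also shrinks the log2 change of genes with low values. WNK4 in SK-T against SK, for example, had -2.01 in edgeR and -0.18 with limma-trend on log2(FPKM + 1). Other causes were not tested. With an estimated correlation 7 lists in place of 15 passed in SK-S against SK. Terms passing were 39 with an adjusted p, 10 with the replicate number as a block, 20 for genes higher only in SK-S and 110 for genes lower in SK-S than SK, in place of 6. Detection by a group mean of at least 1 gave 10698 genes in all groups, 183, 647 and 149 in SK, SK-S and SK-T only, and 280, 395 and 108 in SK and SK-S, SK and SK-T, and SK-S and SK-T only. At least 0.5 gave 252, 874, 186, 426, 365 and 192 in the same order, and a mean above 0, or an FPKM above 0 in at least 1 library, 1714, 2304, 1254, 1656, 1151 and 1152.

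Leaving out 1 library at a time gave 644 to 702 genes higher and 766 to 842 lower in SK-S than SK, 77 to 96 and 181 to 284 in SK-T than SK, and 812 to 877 and 947 to 1038 in SK-T than SK-S. It gave 6686 to 7637 differing among the groups, 490 to 550 higher only in SK-S and 24 to 30 of them among the lowest 100 p, 157 to 506 changed the same way, 2.16 to 2.268 for NT5E, 15 to 16 lists and 10 to 45 terms. Detection ranged over 18699 to 18869 in all groups, 700 to 1488 in SK only, 1171 to 2170 in SK-S only, 445 to 1068 in SK-T only, 703 to 1280 in SK and SK-S only, 526 to 844 in SK and SK-T only and 410 to 783 in SK-S and SK-T only. The count changed the same way was 157, 187 and 221 without SK replicate 1, 2 and 3. The replicate numbers do not pair the samples, as 1 of 9 libraries was closest to its own number, and with them as a block the counts were 664, 788, 81, 210, 850 and 974. Of 315 values of named genes, 291 of them called, 0 were reversed in the alternatives that tested them (223 of them with an FPKM of at least 5, 303 with mitochondrial genes left out and all in the others), while 35, 31 and 26 lost their call without SK replicate 1, 2 and 3, 23 with only the 2 groups compared and 19 without a filter. Most of these genes were named for a large change or a low p on the same libraries, which makes a reversal unlikely from the start.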

Differences from the paper's values

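At the thresholds the paper states, with its p read as unadjusted, 660 genes were higher in SK-S than SK, and the paper gives 1223. The counts here also rest on a filter that the paper does not name, an FPKM of at least 1 in at least 3 libraries. Of the 22 alternatives, no filter on low values (1766) comes within 1.5 times of the paper's count and the other 21 do not.

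For genes higher in SK-T than SK the count was 81, the paper's 202, and 0 of 22 alternatives come within 1.5 times of it. Without a filter on low values the count was 470. For genes lower in SK-T than SK the count was 207, the paper's 370, and of 22 alternatives the fit without SK-T replicate 1 (284) comes within 1.5 times of it and the other 21 do not. Without a filter on low values it was 876.

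For genes lower in SK-T than SK-S the count was 951, the paper's 1690, and 0 of 22 alternatives come within 1.5 times of it, the nearest above being no filter on low values (2627). Each of these counts of the paper lies between the count with the filter and the count without it. Milder filters were not tried, so a difference in filtering stays open as a cause. The alternatives were set before the data were examined.

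The paper takes the genes of Figure 4A from the 100 genes with the lowest p. Its supplement names edgeR or DESeq2 for the changed genes, without saying which of them, or which test over the 3 groups, gave that p. Here 14 of the 32 labelled genes were among the 100 lowest p, and all 32 were higher in SK-S than SK. Of the cell cycle inhibitors that the paper reports as raised by real-time PCR, a separate experiment, CDKN2B, CDKN2A and CDKN1B rose in SK-S and CDKN1A did not pass (-0.22, SE 0.161, adjusted p = 0.302). The figure legend names no length of treatment for that PCR, which may differ from the 14 days of the SK-S libraries.

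The paper names cell cycle, DNA repair and the DNA damage response in GO, and cell cycle and cellular senescence in KEGG, among the enriched terms, from the 20 with the smallest p. By that rule GO cell cycle (rank 15), GO DNA replication (17), KEGG DNA replication (1) and KEGG Cell cycle (10) are found here as well, and GO DNA repair (1133), the DNA damage response (1195) and Cellular senescence (103) are not. For the genes differing among the 3 groups these did not pass an adjusted p under 0.05 here, with 0.0856 for GO cell cycle, 1 for DNA repair and for the DNA damage response, 0.284 for KEGG Cell cycle and 0.918 for Cellular senescence. GO DNA replication did not pass (0.0856), whereas KEGG DNA replication did (0.0043).

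Several settings call these terms. Without a filter on low values all of them passed in the exact hypergeometric test, GO cell cycle (7.1e-13), GO DNA replication (4.5e-06), DNA repair (5.0e-05), the DNA damage response (4.2e-05), KEGG Cell cycle (2.4e-05) and Cellular senescence (0.00386). That setting adds genes with low values to those the terms are compared with. The DNA damage response had 223 of 363 genes differing there and 200 of 324 with the filter, so its pass does not show a larger share of the term. With genes lower in SK-S than SK in place of the genes differing all of these terms passed as well. With genes higher only in SK-S they did not, with an adjusted p of 0.74 for Cellular senescence and 1 for each of the others. With genes differing at an adjusted p under 0.05 GO cell cycle (0.0192) and GO DNA replication (0.0266) passed, and with an FPKM of at least 5 KEGG Cell cycle (0.021). Without SK replicate 1, 2 or 3 GO DNA replication passed (0.0316, 0.0147 and 0.034), as it did without SK-S replicate 1 or 2 (0.0471 and 0.0206) or SK-T replicate 2 or 3 (0.045 and 0.026). GO cell cycle passed without SK replicate 1 or 3 (0.019 and 0.0363), SK-S replicate 1, 2 or 3 (0.00352, 0.00859 and 0.0221) or SK-T replicate 3 (0.0452), and KEGG Cell cycle without SK-S replicate 1 or 2 (0.0489 and 0.0447). On quantile normalized values by limma-trend, chosen in that form after the values were seen, GO cell cycle passed (0.0249), and KEGG DNA replication stayed past the test (0.0108), so that setting drops 0 of the terms named by the paper that passed here.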

Other observations

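The tests of the splits and of the shared controls were chosen before the result was seen.

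Among the cell cycle inhibitors that the paper measured by real-time PCR, CDKN2B, CDKN2A and CDKN1B rose in SK-S against SK and CDKN1A did not pass. CDKN2B, p15, went from 6.28 ± 0.67 to 24.8 ± 2.3 FPKM (mean ± SD, n = 3), CDKN2A, p16, rose by 0.51 and CDKN1B, p27, by 0.33, while CDKN1A, p21, was at 3.99 ± 0.19 in SK, 3.4 ± 0.71 in SK-S and 4.27 ± 0.49 in SK-T. In SK-T against SK CDKN2B fell and CDKN2A, CDKN1A and CDKN1B did not pass. CDKN2A passes there, higher, with DESeq2 (0.0323) and on quantile normalized values (0.0482). The fall of CDKN2B is lost with no filter on low values (0.0796), with only the 2 groups compared (0.0652), on quantile normalized values (0.0572) and without SK replicate 1 or 3 (0.103 and 0.107), SK-S replicate 1 or 2 (0.051 and 0.0502) or SK-T replicate 1, 2 or 3 (0.0701, 0.0612 and 0.0741). In SK-T against SK-S CDKN2B fell and CDKN2A, CDKN1A and CDKN1B did not pass. In that comparison CDKN1B passes, lower, with an FPKM of at least 5 (0.0231) and on quantile normalized values (0.0108), and CDKN1A, higher, without SK-S replicate 2 (0.0385). The secreted factors IL6, CXCL8 and MMP3 were not tested, with at most 8, 31 and 18 counts in a library. Of 12 other secreted factors of senescent cells CCL2, TIMP2, PLAU, IGFBP3, IGFBP5 and IGFBP7 rose in SK-S, GDF15, ANGPTL4 and ICAM1 fell and 3 did not pass, the same adjusted over the list alone (camera adjusted p = 0.0631), with camera under 0.05, higher, with an FPKM of at least 5 (0.00142) and without SK replicate 2 (0.0485), SK-S replicate 2 (0.0342) or SK-T replicate 1 (0.0462). In SK-T against SK IGFBP5 rose, GDF15, VEGFA and ANGPTL4 fell and 8 did not pass (2 and 3 adjusted over the list alone; 0.82), with a median of 0.22 and a mean of -0.16, and against SK-S 7 fell, ANGPTL4 and ICAM1 rose and 3 did not pass (8 and 2 adjusted over the list alone; 0.0587), with camera under 0.05, lower, with an FPKM of at least 5 (0.00486), the replicate number as a block (0.049), counts divided by 4 (0.0446), limma-trend on log2(FPKM + 1) (0.0364) and on quantile normalized values (0.0486), and without SK-S replicate 2 (0.0488) or SK-T replicate 1 (0.0265). IGFBP5 in SK-T is lost without SK replicate 1 or 2 (0.0608 and 0.0542), and VEGFA without SK replicate 1, 2 or 3 (0.103, 0.102 and 0.103), SK-S replicate 1, 2 or 3 (0.054, 0.0527 and 0.0554) or SK-T replicate 2 or 3 (0.0902 and 0.0879). CDKN2B, CDKN2A, CDKN1A, CDKN1B, PLAU, IGFBP5 and GDF15 overlap another annotated gene. CCL2, TIMP2, IGFBP7, GDF15 and ICAM1 were chosen after their values were seen.

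Around NT5E, genes of adenosine handling moved both ways in SK-S against SK, with NT5E, ENTPD3, ENPP1 and ADORA2A higher, 6 lower and 2 not past the test (4 and 7 adjusted over the list alone; camera adjusted p = 0.515). PNP, purine nucleoside phosphorylase, went from 31.0 ± 0.667 to 9.12 ± 0.128 FPKM, and SLC29A1, a nucleoside transporter, fell by 1.53. In SK-T against SK ADK, PNP, ADORA2A and SLC29A1 rose, NT5E fell and 7 did not pass (4 and 4 adjusted over the list alone; 0.886, median -0.01 with camera upward), and against SK-S 5 rose, 4 fell and 3 did not pass, the same adjusted over the list alone (0.481). PNP in SK-T is lost without SK replicate 1, 2 or 3 (0.117, 0.0888 and 0.0822), SK-S replicate 1 or 2 (0.0702 and 0.067) or SK-T replicate 1 or 2 (0.0543 and 0.0925), and ADORA2A without SK replicate 1 or 2 (0.0651 and 0.06). Of 6 efflux transporters ABCC1, ABCC5, ABCC10 and ABCC11 rose and ABCC2 and ABCC4 fell in SK-S (0.223, and 0.00514, higher, with an FPKM of at least 5), ABCC4 rose and ABCC11 fell in SK-T against SK with 4 not past the test (0.949, median 0.08 with camera downward; ABCC5 rose without SK-T replicate 1, 0.0419), and 2 rose and 4 fell against SK-S (0.276, and 0.00486, lower, with an FPKM of at least 5), the same adjusted over the list alone each time. Of 24 interferon genes 5 rose, 7 fell and 12 did not pass in SK-S (6 and 8 adjusted over the list alone; 0.515), where OAS3, an oligoadenylate synthetase, fell by 1.27 and USP18, a protease that removes ISG15, fell by 0.99. Of the same genes OAS3 rose, DDX58 and BST2 fell and 21 did not pass in SK-T against SK (0.637, the same adjusted over the list alone; BST2 is lost without SK replicate 2, 0.0552, and DDX58 without SK replicate 1, 2 or 3, 0.113, 0.0851 and 0.13, SK-S replicate 2 or 3, 0.0621 and 0.0501, or SK-T replicate 1, 2 or 3, 0.0757, 0.0983 and 0.069), and 9 rose, 7 fell and 8 did not pass against SK-S (9 and 8 adjusted over the list alone; 0.778). ENPP1 and ABCC1 were chosen after their values were seen, and ENTPD3, ADORA2A, ABCC2, ABCC5, ABCC10 and ABCC11 overlap another annotated gene.

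Of 15 housekeeping genes 6 fell in SK-S, 0 rose and 9 did not pass (camera adjusted p = 0.0932, and, lower, 9.2e-04 with no filter on low values and 0.0484 with limma-trend on log2(FPKM + 1)), with GAPDH at 774 ± 44.2 FPKM in SK-S and 1219 ± 30.6 in SK. In SK-T GAPDH, SDHA and PGK1 rose against SK and 12 did not pass (6 rose adjusted over the list alone; 0.0265, adjusted p = 0.137 with an estimated correlation), a call also lost with an FPKM of at least 5 (0.081), on quantile normalized values (0.143) and without SK-T replicate 1 (0.0711). Of these genes SDHA is lost without SK replicate 1 or 2 (0.0539 and 0.0506), GAPDH without SK replicate 1, 2 or 3 (0.109, 0.0804 and 0.0735), SK-S replicate 1 (0.0636) or SK-T replicate 2 or 3 (0.0822 and 0.0648), and PGK1 without SK replicate 1, 2 or 3 (0.128, 0.078 and 0.0909), SK-S replicate 1 or 2 (0.0776 and 0.0538) or SK-T replicate 2 or 3 (0.102 and 0.0653). Of the 15 genes 9 rose and 6 did not pass against SK-S (0.0131, adjusted p = 0.0659 with an estimated correlation, and 0.0568 with an FPKM of at least 5). Of 3 nuclear RNAs MALAT1 rose in SK-S and 2 did not pass (0.515), NEAT1 fell in SK-T against SK and 2 did not pass (3 fell adjusted over the list alone; 0.00109, adjusted p = 0.119 with an estimated correlation), and all 3 fell against SK-S (0.0384, adjusted p = 0.154 with an estimated correlation), a call also lost with no filter on low values (0.123), on quantile normalized values (0.0512) and without SK-T replicate 2 (0.0655). MALAT1 in SK-S is lost without SK replicate 1, 2 or 3 (0.0577, 0.102 and 0.0959), SK-S replicate 3 (0.088) or SK-T replicate 3 (0.0508), while in SK-T against SK it passes without SK-S replicate 3 (0.0166) and TUG1 without SK-T replicate 1 (0.0347). Where no other count is given, the count adjusted over the list alone was the same. Markers of other cells were looked at. Of 9 fibroblast markers 0 were tested, with COL1A1 highest at 0.99 FPKM. Of 11 leukocyte markers CD68 was tested, at 5.03 ± 0.569 FPKM in SK-S and 3.07 ± 0.643 in SK, rose by 0.72 in SK-S and fell by 0.67 in SK-T against SK-S, and of 10 basal markers ACTA2 and OXTR rose by 2.71 and 2.79 in SK-S, ACTA2 to 4.15 ± 0.549 FPKM, and both fell in SK-T against SK-S. In SK-T against SK none of these 3 genes passed at an adjusted or unadjusted p under 0.05 in edgeR. The untested basal markers reached at most 0.538 FPKM as a group mean, and the filter favours markers that rise in SK-S. GAPDH, MALAT1, NEAT1, SDHA, PGK1, TUG1, CD68, ACTA2 and OXTR overlap another annotated gene.

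Against the same SK libraries, 414 genes changed the same way in SK-S and SK-T, 169 up and 245 down, where independent lists would share 358, and 591 changed in opposite ways, where independent lists would share 359. Shared controls alone gave a correlation of 0.495 between both comparisons (0.392 to 0.555 in 20 simulations of unchanged groups), and 0.0556 was observed. These correlations are not alike, since the simulated one follows from the shared controls by design and the observed one also holds real changes. The covariance was 0.0183 against 0.0455 in the simulations, a difference of -0.0271. The simulated SK libraries took their spread from all 3 groups. Replicates differed less in SK (chi-square per gene 19.9 to 21.7) than in SK-T (28.5 to 39.5). The simulated covariance may therefore be too large, and no conclusion is drawn from the difference. The 3 SK libraries are too few to give each comparison its own controls. The count of 414 moves to 157, 187 and 221 without SK replicate 1, 2 and 3.

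Other splits of the samples were fitted in the same way. For comparisons of 2 groups the 10 splits are too few for a share under 0.05, and only 1, the real one, was as large each time. The real counts and the highest of the others were 660 and 34 (higher in SK-S than SK), 781 and 34 (lower), 15 and 12 (lists), 81 and 50 (higher in SK-T than SK), 207 and 50 (lower), 853 and 45 (higher in SK-T than SK-S) and 951 and 45 (lower). The lists were called by camera with the preset correlation, which sets the real split apart far less than the numbers of genes do. The other splits mix both groups unevenly and keep part of their difference. Even so, list calls that rest on the preset correlation alone are less certain. Of 100 splits over 3 groups, only the real one reached the 7479 genes differing (highest other 5706) and the 515 higher only in SK-S (59). A chance assignment of the 9 libraries to groups is argued against there. The 23 among the lowest 100 p were reached by 4 splits, the real one among them, with 30 as the highest other. That share is under 0.05 but near it, so chance is not clearly excluded. Splits of these libraries cannot speak to differences between cultures. For genes changed the same way 2 splits reached 414, the real one and 1 that called 4215, which points to a structure of the samples. That split put the 3 SK-S libraries in the place of SK, so that both other groups differ from SK-S alike, and the next highest called 31. Its libraries were looked at after the count was seen. For terms 7 splits reached 6 (highest other 43), so chance is not excluded.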
